# Integrative analysis of the 3D genome structure reveals that CTCF maintains the properties of mouse female germline stem cells

**DOI:** 10.1007/s00018-021-04107-y

**Published:** 2022-01-03

**Authors:** Geng G. Tian, Xinyan Zhao, Changliang Hou, Wenhai Xie, Xiaoyong Li, Yinjuan Wang, Lijuan Wang, Hua Li, Xiaodong Zhao, Jing Li, Ji Wu

**Keywords:** Stem cell, Chromatin structure, Hi-C, CTCF

## Abstract

The three-dimensional configuration of the genome ensures cell type-specific gene expression profiles by placing genes and regulatory elements in close spatial proximity. Here, we used in situ high-throughput chromosome conformation (in situ Hi-C), RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) to characterize the high-order chromatin structure signature of female germline stem cells (FGSCs) and identify its regulating key factor based on the data-driven of multiple omics data. By comparison with pluripotent stem cells (PSCs), adult stem cells (ASCs), and somatic cells at three major levels of chromatin architecture, A/B compartments, topologically associating domains, and chromatin loops, the chromatin architecture of FGSCs was most similar to that of other ASCs and largely different from that of PSCs and somatic cells. After integrative analysis of the three-dimensional chromatin structure, active compartment-associating loops (aCALs) were identified as a signature of high-order chromatin organization in FGSCs, which revealed that CCCTC-binding factor was a major factor to maintain the properties of FGSCs through regulation of aCALs. We found FGSCs belong to ASCs at chromatin structure level and characterized aCALs as the high-order chromatin structure signature of FGSCs. Furthermore, CTCF was identified to play a key role in regulating aCALS to maintain the biological functions of FGSCs. These data provide a valuable resource for future studies of the features of chromatin organization in mammalian stem cells and further understanding of the fundamental characteristics of FGSCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-021-04107-y.

## Introduction

The chromatin architecture of germline stem cells (GSCs) carries the information necessary for cells to perform their unique functions and is thus an essential factor in the transmission of the genome from generation to generation. GSCs renew themselves and differentiate into gametes that include sperm and metaphase II (MII) oocytes [1–3]. During this process, spermatogonial stem cells (SSCs) differentiate into sperm by packaging chromatin into a highly condensed configuration. Recently identified female GSCs (FGSCs) in postnatal ovaries differentiate into MII oocytes after transplantation into the ovaries of infertile mice [2–8]; thereby, reshaping the concept that female mammals lose their ability to produce oocytes at birth [9, 10]. Unlike other stem cells, GSCs undergo meiosis to produce haploid gametes with chromatin remodeling. It is therefore necessary to characterize the chromatin structure of GSCs during their development to further understand GSC biology.

High-throughput chromosome conformation (Hi-C) is a powerful technology to study genome-wide architecture, which allows the high-order chromatin structure to be displayed and reveals the chromatin organization in the nucleus [11]. The spatial organization of chromatin as the structural and functional basis of the genome affects DNA localization with important roles in regulation of gene expression to ensure DNA duplication and other biological processes [12, 13], which suggests a close connection to the biological functions and signature of the cell. Dixon et al. found extensive chromatin reorganization during specification of human embryonic stem (ES) cell-derived lineages by mapping genome-wide chromatin interactions in human ES cells and four human ES cell-derived lineages [14]. Previous studies have reported that the chromatin architecture changes dynamically during spermatogenesis with dissolved and reappeared topologically associating domains (TADs) and A/B compartments [15, 16]. The high-order chromatin organization exhibits statistically significant differences between sperm and embryonic fibroblasts [17, 18]. However, the signature of the chromatin architecture of FGSCs is unknown.

CCCTC-binding factor (CTCF) is a critical regulator of chromatin architecture, which underlies its functions that include gene expression and three-dimensional (3D) genome construction and regulation [19–22]. In mammals, CTCF recognizes chromatin insulators to segment chromatin into several TADs. Therefore, disruption of CTCF expression can led to the disappearance of TAD formation [23]. Notably, CTCF regulates gene expression through the formation of chromatin loops [19, 20]. A recent study has reported that CTCF plays an important role in establishment of the 3D chromatin structure during human embryogenesis, which indicates that CTCF is also important for development [24]. However, the 3D architectural role of CTCF in FGSCs is unknown.

In this study, we used in situ Hi-C technology to compare the chromatin organizations of FGSCs and induced pluripotent stem cells (iPSCs), adult stem cells (ASCs), which included SSCs and neural stem cells (NSCs), and somatic cells (mouse SIM embryonic fibroblasts; STO cells) to explore the chromosome structure characteristics of FGSCs. Together with RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq), we identified distinct features (active compartment-associating loops; aCALs) of the chromatin organization in FGSCs at three major levels: A/B compartments, TADs, and chromatin loops, and found that FGSCs were most similar to other ASCs and largely different from iPSCs and STO cells. By further analysis of the distinct features, we revealed that CTCF may be a crucial factor to maintain the properties of FGSCs through regulation of the high-order chromatin structure.

## Materials and methods

### Animals

The CAG-EGFP mice from the Model Animal Research Center of Nanjing University, also named C57BL/6-Tg (CAG-EGFP) C14-Y01-FM131-Osb [25]. The Ddx4-Cre; mT/mG mice were generated as described previously [26]. DBA/2 mice were obtained from the Shanghai Slac Laboratory Animal Co., Ltd. (Shanghai, China). All procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) at Shanghai Jiao Tong University, and all experiments were performed in accordance with the approved protocols.

### Isolation and culture of SSCs

Mouse SSCs were isolated and cultured from 6-day-old male F_1_ progeny of DBA/2 × CAG-EGFP mice, as previously described [27]. In brief, SSCs (> 20 passages) were cultured on mitomycin C (MMC)-treated mouse embryonic fibroblast (MEF) feeder cells with SSC culture medium. The SSC culture medium included StemPro-34 SFM supplemented with StemPro supplement (Invitrogen, Carlsbad, CA, USA), human basic fibroblast growth factor (100 μg/ml transferrin, 25 μg/ml insulin, 10 ng/ml; Invitrogen), recombinant human epidermal growth factor (20 ng/ml; Invitrogen), recombinant human glial cell line-derived neurotrophic factor (10 ng/ml; Invitrogen), d-(+)-glucose (6 mg/ml; Invitrogen), putrescine (60 mM; Invitrogen), sodium selenite (30 nM; Invitrogen), l-glutamine (2 mM; Invitrogen), pyruvic acid (30 μg/ml), dl-lactic acid (1 μl/ml; Sigma, St. Louis, MO, USA), bovine serum albumin (5 mg/ml; Sigma), 2-mercaptoethanol (10 μM; Sigma), 1× MEM vitamin solution (Invitrogen), 1× nonessential amino acid solution (Invitrogen), ascorbic acid (0.1 mM), d-biotin (10 μg/ml; Sigma), 1% fetal bovine serum (Gibco), and 1× penicillin/streptomycin solution (Invitrogen). The medium was changed every 2–3 days.

### Isolation and culture of FGSCs

Mouse FGSCs were isolated and cultured from neonatal Ddx4-Cre; mT/mG mouse ovaries (6 days old), as previously described [26]. Briefly, FGSCs (> 18 passages) were cultured on mitotically inactivated STO (SIM mouse embryo-derived thioguanine- and ouabain-resistant) cell feeders in minimum essential medium alpha (MEMα; Invitrogen) supplemented with 10% fetal bovine serum (FBS) (Life Technologies), mouse leukemia inhibitory factor (10 ng/ml; Santa Cruz Biotechnology), mouse epidermal growth factor (EGF) (20 ng/ml; PeproTech), basic fibroblast growth factor (bFGF) (10 ng/ml; PeproTech), mouse glial cell line-derived neurotrophic factor (GDNF) (10 ng/ml; PeproTech), nonessential amino acids (1 mM; Life Technologies), l-glutamine (2 mM; Sigma), pyruvate (30 mg/ml; Amresco), and β-mercaptoethanol (50 mM; Biotech). The FGSCs were subcultured every 4–7 days.

### Isolation and culture of NSCs

NSCs were isolated from E12.5 mouse embryonic cortex, in accordance with a previously described procedure [28, 29]. The primary NSCs were seeded onto poly-l-ornithine (Sigma-Aldrich)- and laminin (Invitrogen)-coated dishes, cultured as monocultures. Neural basal medium with EGF (20 ng/ml; PeproTech), bFGF (20 ng/ml; PeproTech), heparin (20 ng/ml; Sigma-Aldrich), and 2% B27 (Invitrogen) was used as NSC proliferation medium. For differentiation, NSCs were seeded on poly-L-ornithine (Sigma-Aldrich)- and laminin (Invitrogen)-coated dishes. Upon NSC attachment, the medium was changed to differentiation medium identical to the NSC proliferation medium without growth factors (EGF and bFGF). After differentiation for 10 days, neural- and glial-specific markers were used to determine the differentiation potential of cultured NSCs.

### STO culture

STOs were maintained in Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (Life Technologies), 10% FBS (Life Technologies), 1% nonessential amino acids (Life Technologies), glutamine (2 mM; Sigma), and penicillin (100 U/ml; Sigma)/streptomycin (0.1 mg/ml; Sigma) at 37 °C and 5% CO_2_, and passaged after 3–4 days.

### Knockdown of CTCF in FGSCs

To examine the function of CTCF in mouse FGSCs, the following shRNAs targeting CTCF were designed and synthesized by OBiO Technology (Shanghai, China) Corp., Ltd (Suppl. Table S5). Then, the sequence with the best interference effect was used for lentivirus packaging. The sequences of shRNA were *CTCF*: 5′-GCGAAAGCAGCATTCCTAT-3′. For lentivirus infection, 60–70% cell on 48-well plate incubated with 1:1 mixture of culture medium and lentivirus solution. After overnight infection, we changed fresh culture medium and cultured for 12 h. To select for positive cells, 100 ng/ml puromycin was added to the FGSC culture medium for 72 h. The surviving FGSCs cells were collected and analyzed by qRT-PCR.

### Immunofluorescence

The immunofluorescence procedure was performed as described previously with minor modification [30]. Cultured cells were washed twice with phosphate-buffered saline (PBS) and then fixed in 4% paraformaldehyde for 15 min. After that the cells were rinsed twice and incubated with PBS containing 0.1% (v/v) Triton X-100 for 15 min. Fixed cells were blocked by 10% normal horse serum in PBS for 10 min at room temperature. The cells were then incubated with primary antibodies: mouse monoclonal anti-NESTIN and rabbit polyclonal anti-SOX2 (1:180 dilution; Abcam), mouse polyclonal anti-TUJ-1 and rabbit polyclonal anti-GFAP (1:150 dilution; Abcam), mouse monoclonal anti-MVH (1:500 dilution; Abcam), mouse monoclonal anti-PLZF (1:100 dilution; Santa Cruz Biotechnology). After 1 h of incubation at room temperature with the primary antibodies, the cells were rinsed twice in PBS and then incubated in the dark with a fluorescein isothiocyanate-conjugated secondary antibody, either goat antirabbit IgG or goat anti-mouse IgG (1:200 dilution; Proteintech, Chicago, IL, USA) for 60 min at 37 °C. This was followed by rinsing and staining of the nucleus with 4′,6-diamidino-2-phenylindole (DAPI) (1:1000 dilution; Sigma)-containing PBS for 10 min at room temperature. After washing twice with PBS, the cells were examined in fresh PBS under an inverted fluorescence microscope (Leica).

### Western blot assay

Protein extracts were separated by 7–12% SDS–polyacrylamide gel electrophoresis (PAGE), and then transferred to 0.45 μm PVDF membranes. The membrane was blocked in 5% TBST milk for 1 h and probed overnight with antibodies against CTCF (1:3000, Sigma-Aldrich). The membrane was thrice washed in 0.1% TBS-Tween-20, incubated with diluted secondary antibodies (Proteintech) in 5% PBST milk for 2 h and the antigen–antibody reaction was visualized by enhanced chemiluminescence assay (ECL, Thermo). Western blot quantification was performed with ImageJ software.

### Cell proliferation assay

Cell proliferation rates was assayed using the cell counting kit-8 (Genomeditech, Shanghai, China) and Cell-Light EdU Apollo^®^567 in Vitro Imaging Kit (RiboBio, Guangzhou, China) according to the manufacturer’s instructions. In brief, for CCK8 assay, 10 μl CCK8 solution was added to each well containing 100 μl medium. The plate was incubated for additional 4 h before measuring the absorbance at 450 nm wavelength. For EdU labeling assay, the 5-ethynyl-2′-deoxyuridine (EdU) was added to each well for 2 h, and the cells were fixed and stained by 1× Apollo for 30 min. Then, the cell nucleus was counterstained with 1× Hoechst 33342. The stained cells were examined with Leica fluorescence microscope and photographed with camera.

### RT-PCR and qRT-PCR

Total RNA from cells was extracted using Trizol reagent (Invitrogen), in accordance with the manufacturer’s instructions. After extraction, total RNA (1 µg) was used to synthesize cDNA with Primescript Reverse Transcriptase (ThermoFisher). qRT-PCR analysis was carried out with SYBR Premix Ex Taq (YEASEN, Shanghai, China) in a 20ul volume on an Applied Biosystems 7500 Real-Time PCR System. Specific marker genes, such as *Mvh*, *Oct4*, *Fragilis*, *Stella*, *Dazl*, *Exv5*, *Plzf*, *Gfra1*,* Nestin*, *Sox2*, *Pax6*, *Olig2*, *Ascl1*, *Gfap*, *Meikin*,* Prdm9*,* Hspa1b*,* Majin,* and *Notch2*, were used to characterize the cells. *Gapdh* was used as an internal control. Primer sequences are listed in Supplementary Table S1.

### In situ Hi-C library generation

Cells were used for in situ Hi-C, including iPSCs (from Kang’s Lab, Tongji University), FGSCs (collection with fluorescence activated cell sorting, FACS), SSCs, NSCs, and STOs [31]. Hi-C libraries were generated in accordance with the standard in situ Hi-C protocol, with minor modification [19]. Five million cells were harvested with 0.05% trypsin, washed twice, resuspended with DMEM medium and then crosslinked with 37% formaldehyde (F8775; Sigma) to a final concentration of 1% for 10 min at room temperature. Formaldehyde was quenched by adding glycine to a final concentration of 0.2 M and the cells were incubated for 5 min at room temperature, then transferred to ice for 20 min. The fixed cells were centrifuged at 400×*g* and 4 °C and washed with cold PBS once, followed by storage at − 80 °C. Fixed cells were resuspended in lysis buffer and then incubated on ice for 30 min. Nuclei were pelleted by centrifugation at 3000×*g* for 5 min and washed once with 500 μl of cold lysis buffer. The pellet was resuspended in 0.5% sodium dodecyl sulfate (SDS) and incubated at 62 °C for 5–10 min. Then, SDS was quenched by adding water (145 μl) and 10% Triton X-100 (25 μl) and incubated at 37 °C for 15 min. The nuclei were digested overnight at 37 °C with 100U Mbol restriction enzyme (20 μl; NEB, R0417) and 10× NEBuffer 2 (25 μl). The next day, the nuclei were incubated at 62 °C for 20 min, followed by cooling to room temperature. A mixed solution (50 μl) (37.5 μl of 0.4 mM biotin-14-dATP, 1.5 μl of 10 mM dCTP, 1.5 μl of 10 mM dGTP, 1.5 μl of 10 mM dTTP, and 8 μl of 5 U/μl DNA Polymerase I) was then added and incubated at 37 °C for 2 h. Ligation master mix (663 μl of water, 120 μl of 10× NEB T4 DNA ligase buffer, 100 μl of 10% Triton X-100, 12 μl of 10 mg/ml bovine serum albumin, and 5 μl of 400 U/μl T4 DNA ligase) was added to a volume of 900 μl and slowly rotated for 6 h at room temperature. Next, to degrade protein, proteinase K (50 μl of final concentration 20 mg/ml) and 10% SDS (120 μl) were added and incubated at 55 °C for 30 min. Then, sodium chloride (5 M, 130 μl) was added and incubated at 68 °C overnight. On the third day, the DNA was purified by adding 1.6× volumes of pure ethanol and 0.1× volumes of sodium acetate (3 M), pH 5.2. Subsequently, DNA was diluted with Tris buffer and sheared by a Digital Sonifier (Branson). Dynabeads MyOne Streptavidin T1 beads (50 μl; Thermo Scientific) were added and washed once with 1× Tween washing buffer (TWB) (5 mM Tris–HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl, 0.05 Tween 20), separated on a magnet, and then the solution was discarded. The beads were resuspended in 2× binding buffer (10 mM Tris–HCl (pH 7.5), 1 mM EDTA, 2 M NaCl), mixed with the DNA, and incubated at room temperature for 1 h with rotation, followed by washing twice with TWB (500 μl) and reclaiming the beads using a magnet. The beads were next resuspended with a mixture [88 μl of 1× NEB T4 DNA ligase buffer with 10 mM ATP, 2 μl of 25 mM dNTP mix, 5 μl of 10 U/μl NEB T4 PNK, 4 μl of 3 U/μl NEB T4 DNA polymerase I, 1 μl of 5 U/μl NEB DNA polymerase I, Large (Klenow) Fragment] and incubated at room temperature for 30 min, followed by separation on a magnet and washing twice with 1× TWB. The beads were resuspended with mixture (90 μl of 1× NEBuffer 2, 5 μl of 10 mM dATP, 5 μl of 5 U/μl NEB KlenowExo Minus) and incubated at 37 °C for 30 min. Then, separation on a magnet was performed, after which the solution was discarded and washing was carried out twice. The beads were resuspended in 1× NEB Quick ligation reaction buffer (50 μl; NEB), and NEB DNA Quick ligase (2 μl; NEB) and an Illumina indexed adapter of NEBNext Multiplex Oligos for Illumina (3 μl; NEB) were added at room temperature for 15 min. Then, USER enzyme of NEBNext Multiplex Oligos for Illumina (3 μl) was added to the ligation mixture at 37 °C for 15 min. The DNA was washed twice and eluted by resuspending the beads with Tris–HCl (50 μl of 10 mM; pH 8.0), followed by incubation at 98 °C for 10 min. The DNA suspension was transferred into a fresh tube and stored at − 20 °C. The Hi-C library was amplified in a PCR system (25 μl of NEBNext Q5 Hot Start HiFi PCR mix, 5 μl of index primer of NEBNext Multiplex Oligos for Illumina, 5 μl of universal primer of NEBNext Multiplex Oligos for Illumina, and 15 μl of DNA template) with the following PCR conditions: initial denaturation at 98 °C for 30 s; eight cycles of denaturation at 98 °C for 10 s and annealing/extension at 65 °C for 75 s; followed by final extension at 65 °C for 5 min, and then maintenance at 4 °C. The DNA fraction in the size range of 300–500 bp was selected using Agencourt AMPure XP beads (Beckman Coulter). The DNA was eluted with 1× Tris–HCl buffer (33 μl) and incubated at room temperature for 5 min, followed by separation on a magnet and transfer of the solution to a fresh labeled tube. This produced the final Hi-C library. The quality of the Hi-C library was determined using the Qubit dsDNA HS Assay and Agilent 2100 DNA 1000 HS kit. The high-quality libraries were sequenced using an Illumina sequencing platform.

### ChIP-Seq library preparation

The preparation of ChIP and input DNA libraries was performed as previously described [32]. In brief, two cells were crosslinked with 1% formaldehyde for 5 min at room temperature and quenched with glycine (125 mM). Cells were then put on ice, resuspended in cold cell lysis buffer [140 mM NaCl, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% SDS, and protease inhibitors (Roche)]. Nuclei were sonicated into fragments of 200–1000 bp in size. The chromatin fragments were precleared and then immunoprecipitated with Protein A + G magnetic beads coupled with anti-H3K4me3 (ab8580; Abcam), anti-H3K27ac (ab4729; Abcam), anti-H3K27me3 (07-449; Millipore), and anti-CTCF (ab70303; Abcam). After reverse crosslinking, immunoprecipitated DNA and input DNA were end-repaired and adapters were ligated to the DNA fragments using NEBNext Ultra End-Repair/dA-Tailing Module (E7442; NEB) and NEBNext Ultra Ligation Module (E7445; NEB). High-throughput sequencing of the ChIP fragments was performed using Illumina NextSeq 500, following the manufacturer’s protocol.

### Hi-C data processing, mapping, and ICE normalization

Hi-C pair-end was trimmed of adaptor sequences and low-quality reads were filtered with BBmap (version 38.16). HiCPro (version 2.7) [33] was then used to map, process, and perform iterative correction for normalization. Reads were independently aligned to the mouse reference genome (mm9) with the bowtie2 algorithm [34]. Uncut DNA reads, re-ligation reads, continuous reads, and PCR artifacts were discarded. We then constructed a contact matrix using the unique mapped reads (MAPQ > 10). We divided the genome into sequential bins of equal size and valid read pairs were then binned at a specific resolution. ICE [35] normalization was applied to remove bias in the raw matrix, such as GC content, mappability, and effective fragment length in Hi-C data. Contact matrices were finally generated at binning resolutions of 10, 20, 40, 200, and 400 kb.

### Validation of Hi-C data

The data reproducibility was confirmed by calculating Pearson’s correlation coefficient between the two Hi-C repeats. For each possible interaction *I*_*ij*_ between two replicates, these were correlated by comparing each point’s interaction in the normalized interaction matrix. Considering that the interaction matrix was highly skewed toward proximal interactions, we calculated the correlation to a maximum distance restricted to 2 Mb between points *i* and *j*. R was used to calculate Pearson’s correlation between two duplicates.

### Contact probability *p*(*s*) calculation

*p*(*s*) only considering intra interactions, was calculated with normalized interaction matrices at 40-kb resolution, as described previously [36]. Briefly, we divided the genome into 40-kb bins and counted the number of interactions at corresponding distances for each distance (separated by 40, 80, 120, 160 kb, etc.). We then divided the number of interactions in each bin by the total number of possible region reads as *p*(*s*). Finally, we normalized the sum of *p*(*s*) over the range of distances as 1. The curve (log–log axis) was generated by locally weighted scatterplot smoothing.

### Identification of A and B compartments

The R package (HiTC) [37] was used to generate the PC1 eigenvectors using 400-kb normalized matrices with pca.hic function, using the options: (normPerExpected = TRUE, npc = 1), for which a positive value indicates the A compartment and a negative value indicated the B compartment. To investigate compartment switching, we defined switched bins only if the PC1 eigenvectors changed in the same direction for two replicates.

### Identification of concordant genes with A/B compartment switch

We defined genes with concordant changes in expression and compartment status according to a previously described method, with minor modifications [14]. Briefly, the covariance between the vector of the gene expression values (FPKM) and the vector of PC1 values for each gene was calculated across five cell types. We then used the covariance metric to quantitatively define ‘concordance’. The observed covariance values were compared with a random background distribution to calculate a *p* value for the covariance for each gene. Randomly shuffling the vector of FPKM for each gene produced the background distribution, and then obtained the covariance between the PC1 values and the random gene expression vector. A rank-based *p* value could be calculated for the observed covariance values with 1000 repeats for each gene. Concordant genes were defined as those with a *p* value < 0.01.

### TAD calling and TAD boundaries

We calculated the location of the TADs using the directional index (DI) value, as previously described [38]. We first calculated the DI value for each bin based on the ICE-normalized and depth-normalized matrix and then used this value as the input for a hidden Markov model (HMM) to call TADs. TAD boundaries were defined as those < 400 kb.

### TAD signal calculation

We calculated TADs signals using the insulation score [39]. The insulation score for each bin in the 20 kb was calculated by the average number of interactions that occurred across each bin. Using this matrix, we then plotted the insulation score distribution centered in the FGSC TADs (up/down to 0.5 TAD).

### Identification of chromatin loops and calculation of APA score

We carried out chromatin loop calling using the tool (Juicer), as described previously [19]. The merged loops at different resolution as the calling chromatin loops. The calculation of APA score was followed the parameters: − *r* 25,000, 1000.

### ChIP-Seq data analysis

We aligned fastq files to the mm9 reference genome, removed PCR duplicates using Samtools (version 2.0.1) [40], and generated normalized genome coverage tracks from uniquely mapping reads (MAPQ > 10) using deepTools2 (version 3.1) [41]. Biological replicates were pooled, and coverage was then calculated as the average reads per million mapped reads (RPM) in 1-kb bins. To identify the correlation between ChIP-Seq and A/B compartment, we summed the log2 of the fold enrichment (treatment/input) from ChIP-Seq to calculate the relative ChIP-Seq signal in each compartment.

### RNA-Seq library generation and data analysis

Total RNA was extracted from 2 to 6 million cells using Trizol Reagent (Invitrogen). The RNA quality was assessed using Agilent Bioanalyzer 2100. RNA-Seq libraries were prepared using the KAPA Stranded mRNA-Seq kit, following the manufacturer’s instructions. After preparation, libraries were quantified using a Qubit fluorometer and sequenced with HiSeq Platform (2 × 150 bp). All RNA-Seq data were trimmed and aligned to the mm9 reference genome using Hisat2 (version 4.8.2) [42] with the default parameters. Gene expression FPKM was calculated by Cufflinks (version 2.2.1) [43] using the RefSeq database from the UCSC genome browser. Sequencing depth was normalized.

### GO term enrichment analysis

GO term enrichment analysis was performed using the DAVID tool (version 6.8) [44], with a focus on enriched biological processes (BP). The GO results were displayed by Cytoscape (version 3.5.1) [45]. For the Benjamin-corrected *p* value, a threshold of less than 0.05 was used for significance.

## Results

### Biological characterization of FGSCs and other ASCs

FGSCs were isolated from the ovaries of Ddx4-Cre;mT/mG neonatal mice and cultured as described previously [26]. After culture for at least 18 passages, the cells exhibited a characteristic morphology similar to that previously described for FGSCs [2, 26]. The expression of female germline marker genes was determined by reverse transcription-polymerase chain reaction (RT-PCR). FGSCs after long-term culture expressed *Oct4*, *Fragilis*, *Mvh* (mouse vasa homologue expressed exclusively in germ cells), *Stella*, *Gfrα1*, and *Dazl* genes. Furthermore, immunofluorescence analysis revealed that these cells expressed MVH, which confirmed their identity as FGSCs (Fig. 1a).

**Fig. 1:**
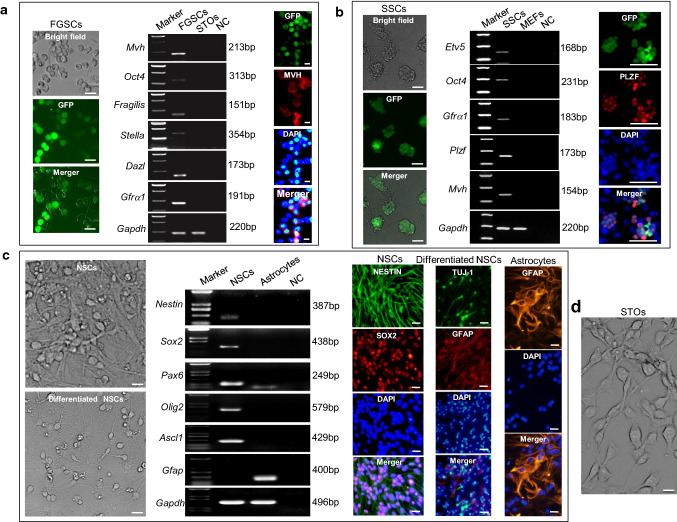
Morphology and biological characteristics of FGSCs and other ASCs. **a** Morphology and biological characteristics of cultured FGSCs (> 18 passages) from Ddx4-Cre; mT/mG mice. *Marker* 100-bp DNA marker. *NC* negative control with water. Scale bar, 25 µm (left) and 10 µm (right). **b** Morphology and biological characteristics of cultured SSCs (> 20 passages) from CAG-EGFP mice. *Marker* 100-bp DNA marker. *NC* is negative control with water. Scale bar, 25 µm (left) and 50 µm (right). **c** Morphology and biological characteristics of cultured NSCs and astrocytes. *Marker*100-bp DNA marker. *NC* is negative control with water. Scale bar, 10 µm. **d** Representative morphology of cultured STO cells. Scale bar, 10 µm

We isolated SSCs from the testes of 6-day-old DBA/2× CAG-EGFP F_1_ mice and cultured them as described previously [27]. Long-term cultured SSCs (> 20 passages) were assessed by RT-PCR and found to express male germline marker genes [*Etv5*, *Oct4*, *Plzf* (promyelocytic leukemia zinc finger), *Gfrα1*, and *Mvh*]. These results were confirmed by immunofluorescence and most cultured cells were also positive for PLZF expression, which confirmed their identity as SSCs (Fig. 1b).

Isolated primary NSCs self-proliferated and were cultured for 5–8 passages in NSC proliferation medium. Morphologically, cultured NSCs were shaped as spindles with a high nucleus-to-cytoplasm ratio as reported previously [29]. The cultured NSCs were positive for several NSC-specific markers, which included *Nestin*, *Sox2*, *Pax6*, *Olig2*, and *Ascl1*, as determined by RT-PCR. *Gfap* is a the standard marker for astrocytes as a negative control [46]. Immunocytochemical staining confirmed that most cultured NSCs were positive for NESTIN and SOX2 as typical markers specific for NSCs. Following the removal of epidermal growth factor and basic fibroblast growth factor from the medium, NSCs differentiated spontaneously into neurons and astrocytes as characterized by prominent dendrites with long axons and extensive cytoplasm with thick processes, respectively. The differentiation potential of cultured NSCs was confirmed by immunochemical staining of neural- and astrocyte-specific markers TUJ-1 (β3 tubulin) and GFAP (glial fibrillary acidic protein), respectively. These results confirmed the identity of the cultured cells as NSCs (Fig. 1c). The morphology of STO cells is shown in Fig. 1d.

### Global chromosome organization map of FGSCs

To reveal the signature of the chromatin architecture in FGSCs, we performed in situ Hi-C [19] with two biological replicates of FGSCs and other cells (SSCs, NSCs, iPSCs, and STO cells), which generated approximately 400 million reads for each replicate. After filtering artificial reads and normalization, we obtained 2 billion valid Hi-C reads over the five cell lines, which included an average of 207 million long range intrachromosomal *cis*-contacts and 90 million interchromosomal trans-contacts (Suppl. Table S1). We confirmed high reproducibility of the Hi-C data (Suppl. Figure S1) and combined the two biological replicates into a single set of merged Hi-C data per cell type to reach a maximum resolution of 20 kb.

An overview of the intrachromosomal contact heat maps revealed that FGSCs had a distinct chromatin organization (Fig. 2a). We further examined the characteristics of the chromatin organization by analyzing the patterns of the compartment status and TADs in autosomes across cells, which avoided sex chromosome effects. The compartment status was classified as active (A) or inactive (B) (Suppl. Table S2). The result showed FGSCs had different A/B compartments compared with other cell types and the patterns of TADs or directional indexes (DIs) were almost the same for these cells (Fig. 2b). We counted the numbers of compartments and TADs in the cells and found that FGSCs had the lowest number of TADs and the number of compartments was similar to that in SSCs (Fig. 2c, Suppl. Table S3). We also calculated the average intrachromosomal contact probability of cells and found that the chromatin interaction frequency was decreased monotonically from 1 × 10^5^ to 1 × 10^8^ bp for FGSCs and the other cells (Fig. 2d). The contact probability curves were similar in the five cell types from 1 × 10^5^ to 1 × 10^8^ bp, but changes were observed at the long-distance genome as reported previously [47].

**Fig. 2:**
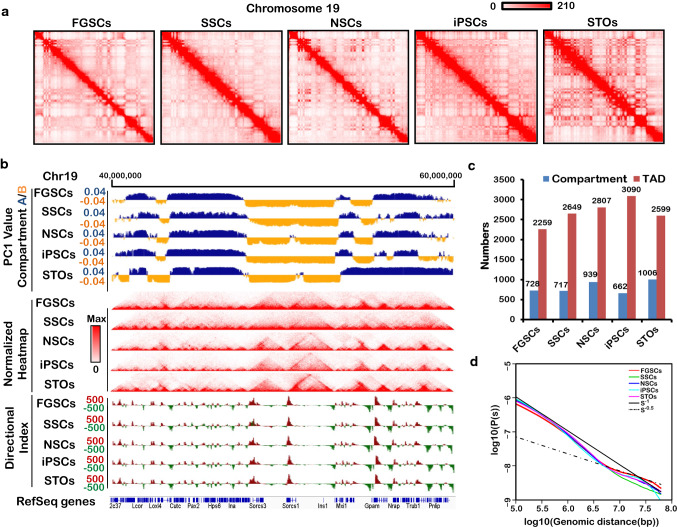
Overall chromosome structure in FGSCs. **a** Contact matrices of chromosome 19 in FGSCs, SSCs, NSCs, iPSCs, and STO cells. **b** First principal component (PC1) value, normalized Hi-C interaction heat maps, and directional indexes (DIs) of FGSCs and other cells at the 20-kb resolution. The PC1 value was used to indicate the A/B compartment status, where a positive PC1 value represented the A compartment (blue) and a negative value represented the B compartment (yellow). **c** Numbers of identified A/B compartments and TADs in FGSCs and other cells. **d** Average contact probability across the genome decreased as a function of the genomic distance

### Compartment status distinguishes FGSCs from iPSCs

Further systematic analysis of the compartment status across five cell types showed that FGSCs were more similar to NSCs and SSCs in terms of A/B compartments compared with iPSCs and STOs cells (Fig. 3a), suggesting that FGSCs were ASCs. Meanwhile, switching compartments of FGSCs accounted for about 40% proportion of compartments compared with iPSCs and STO cells, but a smaller proportion (30%) compared with SSCs and NSCs (Suppl. Figure S2A). These results suggested that FGSCs had a unique A/B compartment status that was more similar to other ASCs than iPSCs or STO cells. Furthermore, RNA-seq data showed genes were highly expressed in compartment A than in compartment B (Suppl. Figure S2B). 

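RNA-seq of the NSCs and of the STO cells was examined here; expression of FGSCs, SSCs and iPSCs was not analysed here. The NSCs were primary cells from E12.5 mouse cortex, cultured for 5 to 8 passages, and were sequenced in 2 replicates. STO cells are a line of mouse SIM embryonic fibroblasts, used here after more than 30 passages, and were sequenced in 3 replicates. The authors aligned the reads to mm9 and deposited FPKM values from Cufflinks, which scale fragments by transcript length and depth, for 40201 RefSeq transcripts per sample. The values of all transcripts summed to 442905 and 446393 in NSC replicates 1 and 2, and to 396613, 385485 and 399970 in STO replicates 1, 2 and 3. The files give no read counts. The confidence intervals deposited beside the FPKM values gave the number of fragments behind each value when the distance from the value to its upper bound is taken as 2 standard deviations of a Poisson count. Summed over transcripts, these implied fragments came to 20587283 and 22271895 in NSC replicates 1 and 2 and to 15223341, 17078753 and 21952753 in STO replicates 1, 2 and 3. This was checked on transcripts with few fragments and no other transcript of the same symbol. Among them, the implied number lay near a whole number in 85.1% to 89.9% of transcripts, depending on the sample. Transcripts that share a symbol were not checked this way, so the sums are less certain. Transcripts with the same gene symbol and overlapping loci were summed into 25414 genes, of which 24012 were autosomal, and 99.4% of the transcripts could be matched to a symbol. Between 38.8% and 42.5% of genes were listed at 0 in a sample. The NSC replicates had a Pearson's r of 0.994 across genes with a mean FPKM of at least 1 over all samples and the STO replicates 0.994 to 0.995. The variance between replicates of the same cell type was 3.56 to 5.92 times that of the counting error, and no value above 0 was identical. Each gene was given the compartment of Suppl. Table S2 in which the midpoint of its locus fell. The paper's text does not name the rule it used for this step, so the medians depend on this choice.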

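In NSCs, 16195 autosomal genes lay in A compartments and 7027 in B compartments. The median of log2(FPKM + 1) over genes was 1.50 ± 0.00033 (SD, n = 2) in compartment A and 0 in both replicates in compartment B. With the replicates averaged per gene, the difference between the medians was 1.50, and a gene in A had the higher value in 64.6% of all pairs of an A gene with a B gene, with ties shared equally. This difference was far larger than the spread between the replicates. It had a p-value of 1e-05 in a two-sided permutation test of the Wilcoxon rank-sum statistic, the smallest p that 100000 resamples can give. Genes that lie next to each other are not independent, so the compartment labels were also moved along the genome by 10000 random circular shifts, which gave p = 0.0001 in this permutation test, again the smallest value possible. In compartment A 27.9% of genes were at 0 in both replicates, against 51.8% in compartment B, and 53.3% of genes in A and 30.8% in B had a mean FPKM of at least 1. The upper quartile of log2(FPKM + 1) was 3.96 in A and 2.01 in B. The size of the difference depended on the pseudocount and on the genes included: it was 4.25 with a pseudocount of 0.1 and 0.31 among genes with a mean FPKM of at least 1, where a gene in A was higher in 55.1% of pairs. From such differences in the stem cells, the paper states that genes were more highly expressed in compartment A.

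**Figure D1:**
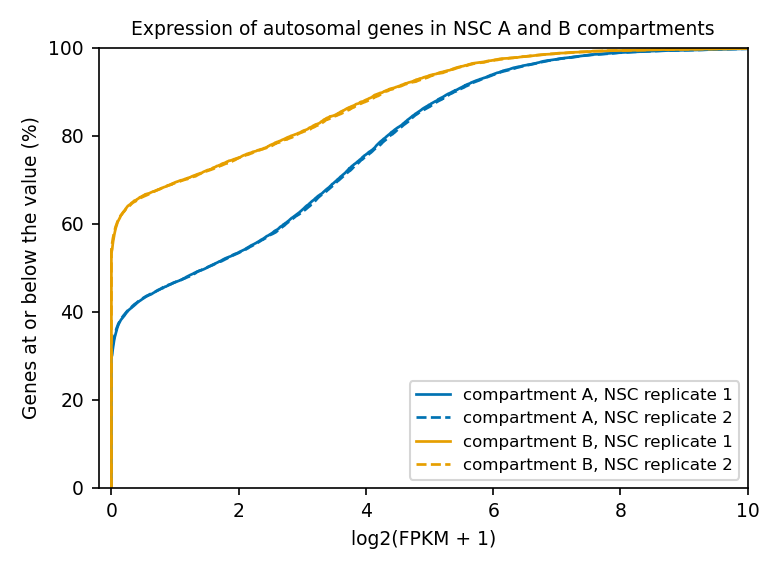
Cumulative distribution of log2(FPKM + 1) over the autosomal genes in A compartments (blue) and B compartments (orange) of NSCs, with replicate 1 as a solid line and replicate 2 as a dashed line. The x axis gives log2(FPKM + 1) and the y axis the percentage of genes at or below that value; the replicates lie on each other, and the median is 1.50 in A and 0 in B.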

The genes located in the switching compartment tended to be differentially expressed compared with the stable compartments (Fig. 3b), which indicated that the compartment status was correlated with gene expression. 

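The fold changes of Fig. 3b need the expression of FGSCs, which was not analysed here, so the values given are the expression levels in NSCs and in STO cells on the other side of each comparison. Between FGSCs and NSCs, 1064 autosomal genes lay in compartments that were A in FGSCs and B in NSCs, 2512 in compartments that changed from B to A, and 19346 in stable compartments. The median log2(FPKM + 1) in NSCs was 0.011 ± 0.016 (SD, n = 2) for the A to B genes, 1.84 ± 0.031 (SD, n = 2) for the B to A genes and 0.44 ± 0.00096 (SD, n = 2) for the stable genes. With replicates averaged per gene, the A to B genes differed from the stable genes by -0.42 and the B to A genes by 1.40. Both differences exceeded the spread between replicates and had p = 1e-05 by gene (two-sided permutation test of the rank-sum statistic) and p = 0.0002 when the compartment labels were shifted along the genome. The stable genes were a mixture, since 13521 were A in both cell types with a median of 1.43 ± 0.012 (SD, n = 2) and 5825 were B in both with a median of 0. Among genes with a mean FPKM of at least 1, the A to B genes were still lower than the stable genes (difference -0.14, permutation p = 0.046 by gene, 0.031 by circular shifts), while the B to A genes were not higher (difference -0.021, permutation p = 0.28).

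Between FGSCs and STO cells, 5492 genes changed from A to B by the listed letters, 2808 from B to A, and 13664 were in stable compartments. The letters of FGSCs and STO cells differed over most of the length on 5 of 18 chromosomes. With letters exchanged by gene density, as described below, 1614 genes changed from A to B and 1869 from B to A. In STO cells the direction was the opposite of that in NSCs. The median was 1.07 ± 0.051 (SD, n = 3) for the A to B genes, 0 in all 3 replicates for the B to A genes, and 0.22 ± 0.010 (SD, n = 3) for the stable genes. The A to B genes exceeded the stable genes by 0.84 (permutation p = 1e-05 by gene, p = 0.0079 by circular shifts), and the B to A genes differed from them by -0.23 (permutation p = 1e-05 by gene, p = 0.0001 by circular shifts). Among genes with a mean FPKM of at least 1 the A to B genes no longer differed from the stable genes (difference 0.011, permutation p = 0.17), while the B to A genes were still lower (difference -0.30, permutation p = 3e-05 by gene, 0.0001 by circular shifts). These values hold for the letters as Suppl. Table S2 lists them. When A and B were exchanged on the chromosomes where the compartments listed as A held fewer genes per Mb than those listed as B, the A to B genes differed from the stable genes by 0.016 in NSCs (permutation p = 0.96 by circular shifts) and by -0.22 in STO cells (permutation p = 0.0041 by circular shifts), and the B to A genes by 1.05 in NSCs (permutation p = 0.003 by circular shifts) and by 0.048 in STO cells (permutation p = 0.8 by circular shifts). This exchange included chromosome 12 of NSCs, where the listed A already had the higher median. There it lowered the share of length with the same letter in FGSCs and NSCs from 60.7% to 39.3%. The exchange also included chromosome 13 of STO cells, where the listed A had the higher median (1.06 against 0.029). There the share with the same letter in FGSCs and STO cells fell from 70.9% to 29.1%. From the comparison of switching with stable compartments in Fig. 3b, the paper concludes that the compartment status was correlated with gene expression.

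**Figure D2:**
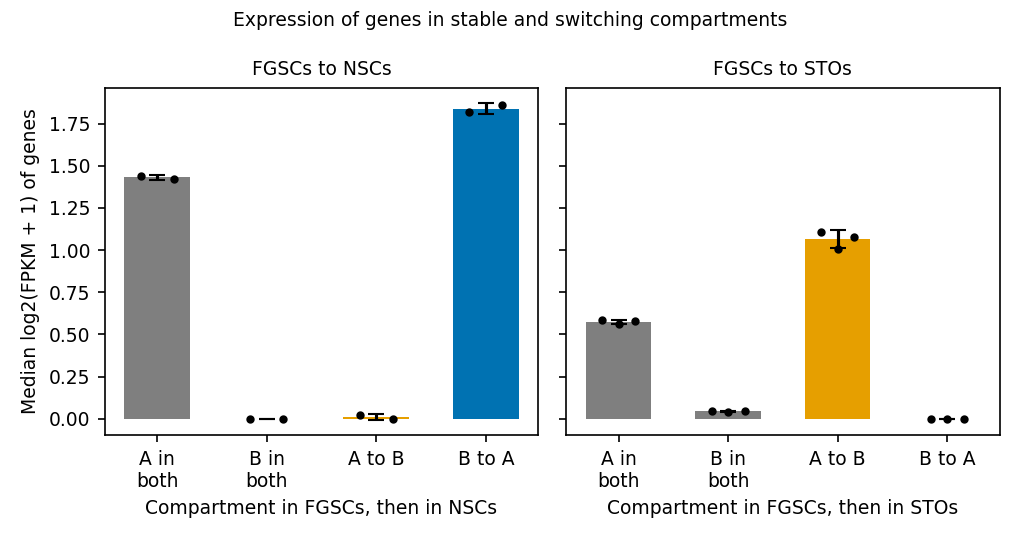
Median log2(FPKM + 1) over genes in NSCs (left) and STO cells (right), by the compartment in FGSCs and then in the cell type named. Bars are the mean of the replicates' medians, error bars the SD and points the replicates (2 for NSCs, 3 for STO cells); the highest bar is B to A in NSCs (1.84) and A to B in STO cells (1.07).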

Unexpectedly, go enrichment of the genes located in A compartment of FGSCs showed there was no female or stem cells related pathways (Suppl. Figure S2C). Then we asked whether there was a pattern of compartment status could reflect FGSCs’ property. We used *K*-means method to cluster the PC1 value of compartment status of all cell types examined for characterizing FGSCs’ property. The result showed compartment status could be divided two cluster: FGSC activation compartments and FGSC repression compartments (Fig. 3c), indicating the compartment A and B only present in FGSCs. Gene Ontology (GO) analysis of the genes with changed compartment status in FGSCs showed that it was particularly associated with stem cell population maintenance and cell proliferation (Fig. 3d), suggesting that FGSC activation compartments were highly related with FGSCs’ biological property.

**Fig. 3:**
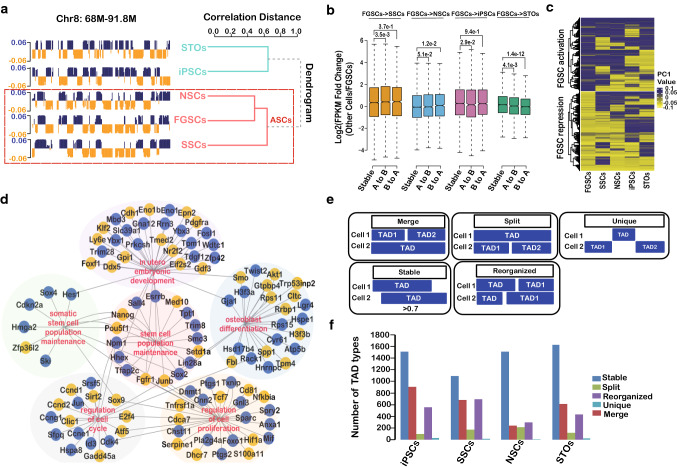
FGSCs exhibit a specific compartment status. **a** FGSCs were similar to other ASCs (left: example of PC1 score represented compartment status across five types of cells; right: hierarchical clustering of PC1 score). **b** Genes that changed compartment status (A to B or B to A) or those that remained the same (stable) compared with FGSCs (*p *value by Wilcoxon’s test). **c** *K*-means clustering (*k* = 2) of PC1 values of the genome that changed A/B compartment status in FGSCs. **d** Display of the GO enrichment of genes with changed compartment status in FGSCs. Genes were circled in blue color represented that they were located in A compartment, while orange color represented that they were located in B compartment. Each biological process was colored in the background. **f** Comparison of gene expression between TADs and TAD boundaries

We next identified TADs in FGSCs using the direction index (DI) (Suppl. Table S3). Well-defined TADs were occupied in ~ 90% of the genome across cell types (Suppl. Figure S2D). According to the proportion of overlapping TADs compared with FGSCs, we classified the TADs into five types: stable, merged, split, reorganized, and unique (Fig. 3e). In which, two or more TADs in a stage fused into one TAD was defined as “merge”; one TAD divided into two or more TADs was defined as ‘split’; and a TAD was unique in cells was defined as ‘unique’. In addition to the merge, split, and unique TADs, a proportion of overlapping TADs > 0.70 was defined this as ‘stable’, and other TADs were defined as ‘reorganized’. We found most TADs were the stable type (Fig. 3f), which suggested that the TAD structure was highly stable across all five types of cells in accordance with a previous report [38]. Taken together, our data indicated that the compartment status was more characteristic than TADs and represented the features of cells across the five cell types.

### Active compartment-associating loops (aCALs) reveal the FGSC signature

To systematically identify FGSC-specific functional chromatin loops using Juicer [19], we first identified 3332, 1064, 6031, 2941, and 5280 chromatin loops in FGSCs, SSCs, NSCs, iPSCs and STO cells, respectively (Suppl. Figure S3A,B). Next, we found that 3874, 1383, 5924, 3091, and 5031 genes in FGSCs, SSCs, NSCs, iPSCs and STO cells, respectively, were located in chromatin loops. Using a Venn diagram, we observed that 392 genes were shared across all cell types (cell type-shared loops) (Suppl. Figure S3C), which suggested that chromatin loops varied greatly among each cell type. To identify FGSC-specific chromatin loops, we further analyzed the data above. The results demonstrated that genes, which had formed chromatin loops located in compartments, had higher expression than in compartment boundaries and the compartment genes without chromatin loops forming in FGSCs (Fig. 4a). This suggested that the chromatin state-mediated compartment may contribute to gene regulation of chromatin loops. Further analysis of the expression of genes formed chromatin loops located in compartments showed they had highest expression in FGSCs compared with other type of cells (Fig. 4b), suggesting those specific loops were related with FGSCs. These specific loops were termed as compartment-associating loops (CALs). We found that expression of genes and the PC1 score in CALs were higher than those out of CALs in FGSCs (Fig. 4c, d). In addition, the CALs were not related to the chromatin length, gene density, or TAD density (Suppl. Figure S4). Subsequently, by measuring the number of genes located in CALs per 1Mbp, we observed that the distribution of gene number of CALs was not correlated with PC1 (Fig. 4e), which was not biased to A or B compartment status. Interestingly, most of CALs (about 96%) were located in TADs, but the expression of genes in CALs were higher than in TADs (Suppl. Figure S5A). When we divided the CALs into active (aCALs) and repressed CALs in accordance with the previously identified FGSC activation and repression compartment statuses, we found 1818 and 1262 genes located in aCALs and repressed CALs, respectively (Suppl. Figure S5B). By comparison with other cell types, we found aCALs were mostly specific to FGSCs (Suppl. Figure S5C). The genes located in aCALs were highly expressed in FGSCs compared with other cell types (Suppl. Figure S5D). GO analysis showed that the genes in aCALs were highly involved in female sex differentiation, female gonad development, and stem cell population maintenance, while genes in repressed CALs were related to male sex determination, embryonic organ development, and tissue morphogenesis (Fig. 4f). Those results indicated that the aCALs could be potentially the signature of FGSCs.

**Fig. 4:**
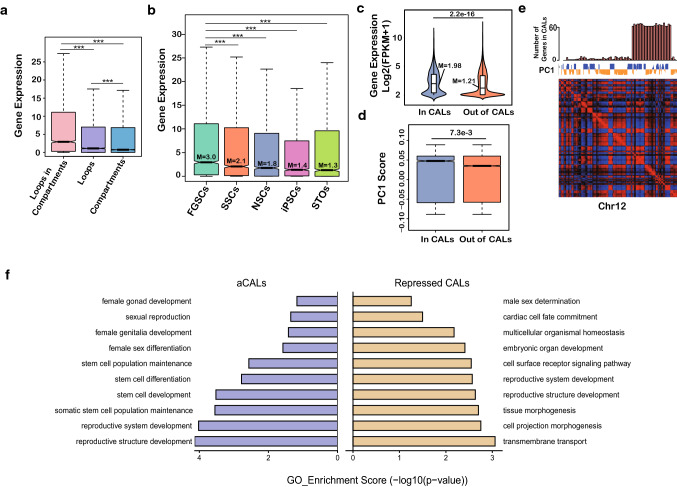
aCALs reveal the FGSC signature. **a** Expression of genes located in chromatin loops and compartments, only in chromatin loops, and only in compartments in FGSCs (*p *value by Wilcoxon’s test, *** represented *p* < 0.001). **b** Expression of genes located in chromatin loops and compartments across five type of cells (*M* means median; *p *value by Wilcoxon’s test, *** represented *p* < 0.001). **c** Gene expression in CALs and out of CALs in FGSCs (*M* means median; *p *value by Wilcoxon’s test). **d** PC1 values in CALs and out of CALs in FGSCs (*p *value by Wilcoxon’s test). **e** Example of chromosome 12 showed the Pearson’s correlation heat map, PC1 value, and gene density of CALs in FGSCs. **f** GO enrichment of genes in aCALs or repressed CALs

### CTCF is a potentially important factor in regulating aCALs of FGSCs

To further investigate the factor involved in regulation of the chromatin architecture in FGSCs, we performed motif analysis of aCALs. As a result, the top motifs within aCAL regions matched the CTCF motifs (Fig. 5a), which suggested that CTCF may be an important factor involved in regulation of aCALs in FGSCs. Next, we performed ChIP-seq of CTCF in FGSCs and found that ~ 86% of aCALs significantly overlapped with CTCF-binding sites (Suppl. Figure S6A, Fisher’s test *p* < 2.2e−16), which also suggested that CTCF plays a major role in the regulation of aCALs. Moreover, we observed that CTCF was enriched in the A compartment in FGSCs (Fig. 5b), which was in line with aCALs. By comparing the number of CTCF peaks between A and B compartments in FGSCs and iPSCs^48^, we found that CTCF was specifically enriched in the A compartment of FGSCs and not in iPSCs (Fig. 5c, Suppl. Figure S6B), which suggested specific enrichment of CTCF in the A compartment was FGSC and not in iPSCs. Furthermore, we found that genes located in aCALs had higher enrichment of CTCF than those out of aCALs (Fig. 5d). H3K4me3 and H3K27ac were also more enriched in the promoters of genes located in aCALs than in those out of aCALs (Suppl. Figure S6C), which suggested activation of more genes in aCALs. Subsequently, we identified 1566 overlapped genes between the CTCF-binding region and aCALs termed as CTCF-related aCAL genes. Indeed, RNA-seq results showed that CTCF-related aCAL genes had the highest expression among genes in and out of aCALs (Fig. 5e). Moreover, those CTCF-related aCALs genes had highest expression in FGSCs compared with other cell types, confirmed that those genes were related with FGSCs (Fig. 5f). GO analysis showed that the genes were involved in stem cell population maintenance, reproductive structure development and female gonad development (Fig. 5g). Taken together, our data indicated that CTCF was a potentially important factor in regulating aCALs of FGSCs and possibly involved in FGSC development.

**Fig. 5:**
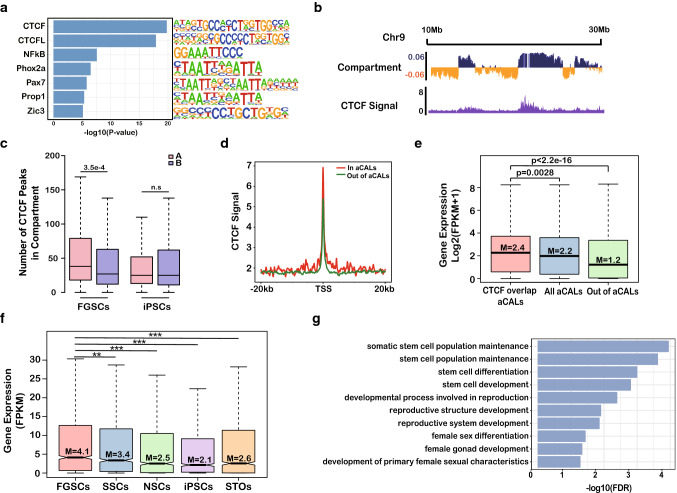
CTCF is a potential dominant factor in maintaining aCALs of FGSCs. **a** Motifs enriched in aCALs of FGSCs. **b** Snapshot of CTCF signals in A/B compartments in FGSCs. **c** Numbers of CTCF peaks in A/B compartments in FGSCs and iPSCs (*p *value by Wilcoxon’s test). **d** Enrichment of CTCF signals in the gene promoter of aCALs and out of aCALs. **e** Expression of genes shared by CTCF and aCALs, only in aCALs, and out of aCALs **(M** means median; *p *value by Wilcoxon’s test). **f** Expression of genes shared by CTCF and aCALs across five type of cells (*M* means median; *p *value by Wilcoxon’s test, ** represented *p* < 0.01, *** represented *p* < 0.001). **g** GO enrichment of genes shared by aCALs and CTCF

### CTCF maintains the biological functions of FGSCs

To determine whether CTCF was implicated in the biological functions of FGSCs, we performed CTCF knockdown assays in FGSCs using short hairpin RNA (shRNA) technology (Suppl. Figure S7A). After CTCF knockdown in FGSCs, we observed that the size of FGSCs was obviously larger and the proliferative capacity of FGSCs was reduced significantly compared with the control (Fig. 6a–c). Furthermore, EdU incorporation assays demonstrated that the proportion of EdU-positive cells was significantly decreased in the shCTCF group compared with the control (Fig. 6d). To clarify the reason why cells viability had declined and the size of FGSCs was larger after shCTCF treatment, we measured the expression of meiotic kinetochore factor (Meikin) and PR domain zinc finger protein 9 (Prdm9), which are differentiation related-genes of germline stem cells, by qRT-PCR. Significant differences were found between the control and CTCF knockdown group (Fig. 6e). CTCF knockdown inhibited FGSC proliferation and induced FGSC differentiation. Next, RNA-seq data were generated from the CTCF knockdown group, which identified 2255 upregulated genes and 3321 downregulated genes (Fig. 6f). Notably, downregulated genes were enriched for stem cell population maintenance and mitotic sister chromatid segregation, while upregulated genes were related to stem cell differentiation and female gonad development (Fig. 6g). The expression of heat shock protein family A member 1B (Hspa1b), membrane anchored junction protein (Majin), and Notch receptor 2 (Notch2), which are differentiation or proliferation related-genes of germline stem cells, was measured by qRT-PCR to validate the RNA-seq data (Suppl. Figure S7B). Among them, 486 genes of CTCF-related aCALs showed significantly different expression between CTCF knockdown and control groups, in which 224 genes were up-regulated and 262 genes were down-regulated in CTCF knockdown group (Suppl. Figure S7C). GO analyses showed that they were related to stem cell development and female gonad development (Suppl. Figure S7D), which is consistent with our previous findings that CTCF-related aCAL genes may have a dominant role in FGSC development. In summary, these results indicated that CTCF might maintain the biological functions of FGSCs through regulation of chromatin organization.

**Fig. 6:**
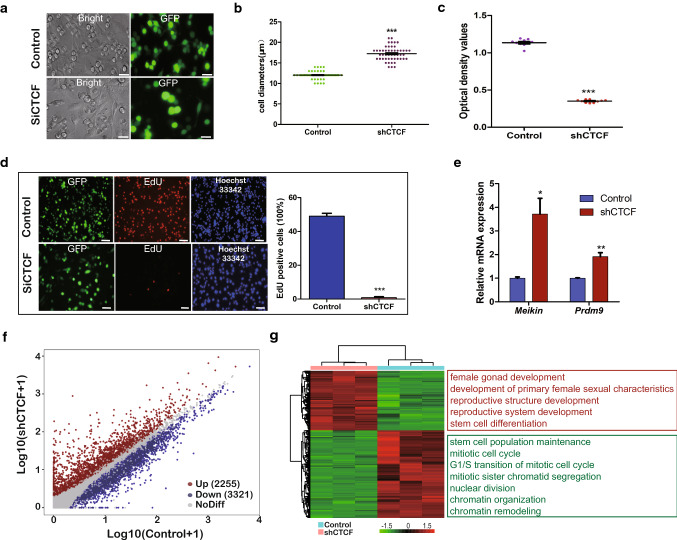
Effect of CTCF knockdown on the biological functions of FGSCs. **a** Morphology of shCTCF-treated FGSCs and the control. Scale bar, 25 µm. **b** Cell sizes in shCTCF and control groups. **c** CCK8 assays of shCTCF-treated FGSCs and the control. **d** EdU incorporation assays of shCTCF-treated FGSCs and the control. Scale bar, 50 µm. **e** qRT-PCR analysis of *Meikin* and *Prdm9* expression in shCTCF-treated FGSCs and the control. **f** Scatter plot of genes with significant differential expression in shCTCF-treated FGSCs and the control. **g** Heat map and GO enrichment showed the gene expression and biological processes in shCTCF-treated FGSCs and the control

### CTCF is required to maintain the high-order chromatin structure of FGSCs

To explore whether CTCF affected the high-order chromatin structure of FGSCs, a Hi-C experiment was implemented for the CTCF knockdown group (Suppl. Table S4). We observed the change of TADs and A/B compartments between the CTCF knockdown group and control (Fig. 7a). Globally, we calculated the proportion of interactions of less than 20, 40, 80, 100, or 120 kb versus total *cis*-interactions. The relative proportions of *cis*-short interactions were decreased in the CTCF knockdown group, which recovered with the distance of interactions (Fig. 7b, Suppl. Figure S8A), suggesting that CTCF was implicated in short interactions such as chromatin loops and TADs. The numbers of TADs in the CTCF knockdown group were reduced compared with the control (Suppl. Figure S8B). Furthermore, we found the high-order chromatin organization of CTCF knockdown group was closer to iPSCs and STOs (Fig. 7c), indicating that CTCF play an important role of maintaining the chromatin architecture of FGSCs.

**Fig. 7:**
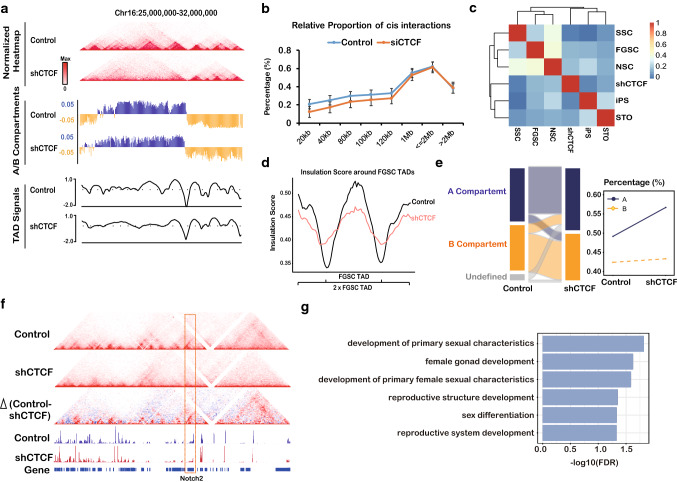
CTCF is required to maintain the high-order chromatin structure of FGSCs. **a** Examples of contact matrices of chromosome 16 in shCTCF-treated FGSCs and the control. Normalized Hi-C interaction heat maps of A/B compartments (A, blue; B, orange) and TAD signals in shCTCF-treated FGSCs and the control at the 20-kb resolution. **b** Relative proportions of *cis* interactions at different genome distances versus total paired loci in shCTCF-treated FGSCs and the control. **c** Pearson correlation of PC1 value between shCTCF-treated FGSCs and other type of cells. **d** Average insulation scores (ISs) in shCTCF-treated FGSCs and the control at TADs and nearby regions. **e** Alluvial plots of the switch of the compartment status in shCTCF-treated FGSCs and the control. **f** Notch2 expression was reduced in shCTCF-treated FGSCs, which did not form chromatin loops. **g** GO enrichment of differentially expressed genes of CTC-related aCALs, which did not form chromatin loops in shCTCF-treated FGSCs

To systematically evaluate the phenotype of CTCF in the high-order chromatin structure of FGSCs, we compared the Hi-C data between CTCF knockdown and control groups. TAD signals demonstrated that the CTCF knockdown group had significantly reduced strength of TADs compared with the control (Fig. 7d). A global change of the compartment status showed that the proportion of the A compartment was increased in the CTCF knockdown group (Fig. 7e). When compared with FGSC activation and repression compartments, we observed that some activation compartments had switched to repression in the CTCF knockdown group and vice versa (Suppl. Figure S8C). Genes located in the switching compartment tended to exhibit differential expression compared with the stable compartments (Suppl. Figure S8D). Importantly, CTCF knockdown dramatically reduced the number of chromatin loops, which had loss of about 95% of chromatin loops (Suppl. Figure S8E). GO analysis of genes in the eliminated chromatin loops showed they were also involved in female development and stem cell population maintenance (Suppl. Figure S8F). Moreover, 1707 genes of aCALs did not form chromatin loops in the CTCF knockdown group, which included 1480 genes of CTCF-related aCALs (Suppl. Figure S9A). Combined with RNA-seq data, we finally identified 466 genes of CTCF-related aCALs, in which 212 genes were up-regulated and 254 genes were down-regulated in CTCF knockdown group (Suppl. Figure S9B, C). Among them, *Notch2* showed higher expression than in the CTCF knockdown group in which it lost formation of the chromatin loop (Fig. 7f). These results indicated those genes were regulated by the formation of CTCF-mediated chromatin loops. Further analysis of enrichment of Gene Ontology showed that these genes were related to female development (Fig. 7g), which is consistent with previous findings. Taken together, these findings indicated that CTCF played an important role to maintain the high-order chromatin structure in FGSCs.

## Discussion

Stem cells, which include pluripotent stem cells (ESCs and iPSCs) and ASCs, have important implications in basic biology and regenerative medicine. Our previous studies have shown that FGSCs exist in postnatal ovarian tissues of mice, rats, humans, and pigs [2, 4–6, 49]. As a novel ASC, FGSC had potential applications in biotechnology and medicine. Therefore, their isolation from adult ovaries, long-term culture, and regulation of self-renewal and differentiation have gained a great deal of interest in stem cell biology and reproductive medicine [2, 4–6, 50–52]. Zou et al. showed that long-term-cultured FGSCs from adult mammals differentiate into oocytes after transplantation in vivo and play an important role in maintaining female fertility [2]. White et al. isolated human FGSCs from adult ovaries and maintained long-term cultures of these cells [4]. Wu et al. characterized and traced the development of transplanted FGSCs of long-term culture in vivo [3]. By integrative epigenomic analysis, unique epigenetic signatures involved in unipotency of FGSCs have been revealed [32]. However, the regulatory mechanism of the FGSC signature based on the high-order chromatin structure remains to be explored.

To identify the chromosome structure characteristics of FGSCs, we compared FGSCs with pluripotent stem cells (iPSCs), ASCs (SSCs and NSCs), and somatic cells (STO cells) by Hi-C technology. The results revealed that FGSCs had a distinct high-order genome structure in terms of the A/B compartment status, chromatin loops, and TADs. For further characterization, we identified FGSC-specific activated and repressed compartment regions, and identified some genes that were highly related to the switch of the FGSC compartment status. These genes were related to stem cell maintenance and differentiation pathways, which strongly supports the role of FGSCs as ASCs with some shared characteristics with SSCs and NSCs. This suggests that the compartment status was highly specific to the cells. However, the further analysis of TADs showed that they were stable across stem cells, while chromatin loops analysis demonstrated that there were less shared chromatin loops, which indicated that chromatin loops may be another feature of the 3D chromatin structure. Hence, we propose that the regulation of the 3D chromatin architecture is not at a single level. By the combination of the distinct compartments and chromatin loops in FGSCs, we finally identified aCALs and repressed CALs in FGSCs. The results of GO analysis showed that the genes of aCALs were involved in female development and stem cell development, which suggested that these aCALs were features of FGSCs and consistent with FGSC biology. Our data indicated that the characteristics of FGSCs were regulated by cooperation through multiple levels of the high-order chromatin structure, such as the compartment status and chromatin loops, which has revealed the features of the 3D chromatin architecture.

By further exploring these specific chromatin loops, CTCF was identified as an important factor to regulate these features. Thus, we knocked down CTCF and found that CTCF knockdown inhibited FGSC proliferation and induced differentiation. Combined with RNA-seq and Hi-C results, we also found that the CTCF knockdown group lost most of the specific chromatin loops in which genes that did not form chromatin loops were enriched in female development. These findings not only revealed that CTCF is involved in maintaining the properties of FGSCs through regulating the high-order chromatin structure, but also suggested that FGSC development in vitro can be used to study female germline cell development.

Previous researches reported CTCF shaped the chromatin structure accompanied with cohesin complex [20, 53–55]. It raised a question whether cohesion complex is related with the maintenance of FGSCs. Several lines of evidence showed that cohesion complex was involved in the development of germline cells and stem cells. First, it is reported that cohesion complex played important role in meiosis process [56–58], which disruption of cohesion complex led to sterile in mouse. Secondly, cohesion complex is necessary for the maintenance of self-renewal genes in stem cells [59], which depletion of cohesin led to the abolishment of enhancer–promoter stabilization of self-renewal genes. Moreover, it is reported that cohesion complex not only maintain the self-renewal, but also can block the differentiation in epidermal progenitor cells and intestinal stem cells [60, 61]. Last but most important, we found the expression of subunit of cohesin complex (SMC1a, SMC3, Rad21) was down-regulated in knock down CTCF FGSCs, suggesting that there was relationship between CTCF and cohesin complex. These findings suggested that cohesin complex is a potential factor to maintain the FGSCs in conjunction with CTCF.

## Conclusion

In conclusion, we present a comprehensive overview of the chromatin organization in FGSCs to create a rich resource for genome-wide maps. Our findings revealed that the chromatin architecture of FGSCs included a unique compartment status and chromatin loops, especially aCALs, which may contribute to their cell type-specific gene regulation. Furthermore, CTCF was identified to play an important role in maintaining the biological functions of FGSCs by regulating the chromatin organization. These data provide a valuable resource for future studies of the features of chromatin organization in mammalian stem cells and further understanding of the fundamental features of FGSCs.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

# Supplementary material for: Integrative analysis of the 3D genome structure reveals that CTCF maintains the properties of mouse female germline stem cells
**Source:** Cell Mol Life Sci. 2022 Jan 3;79(1):22. doi: 10.1007/s00018-021-04107-y
**Supplement:** Supplementary file 1 — Supplementary file1

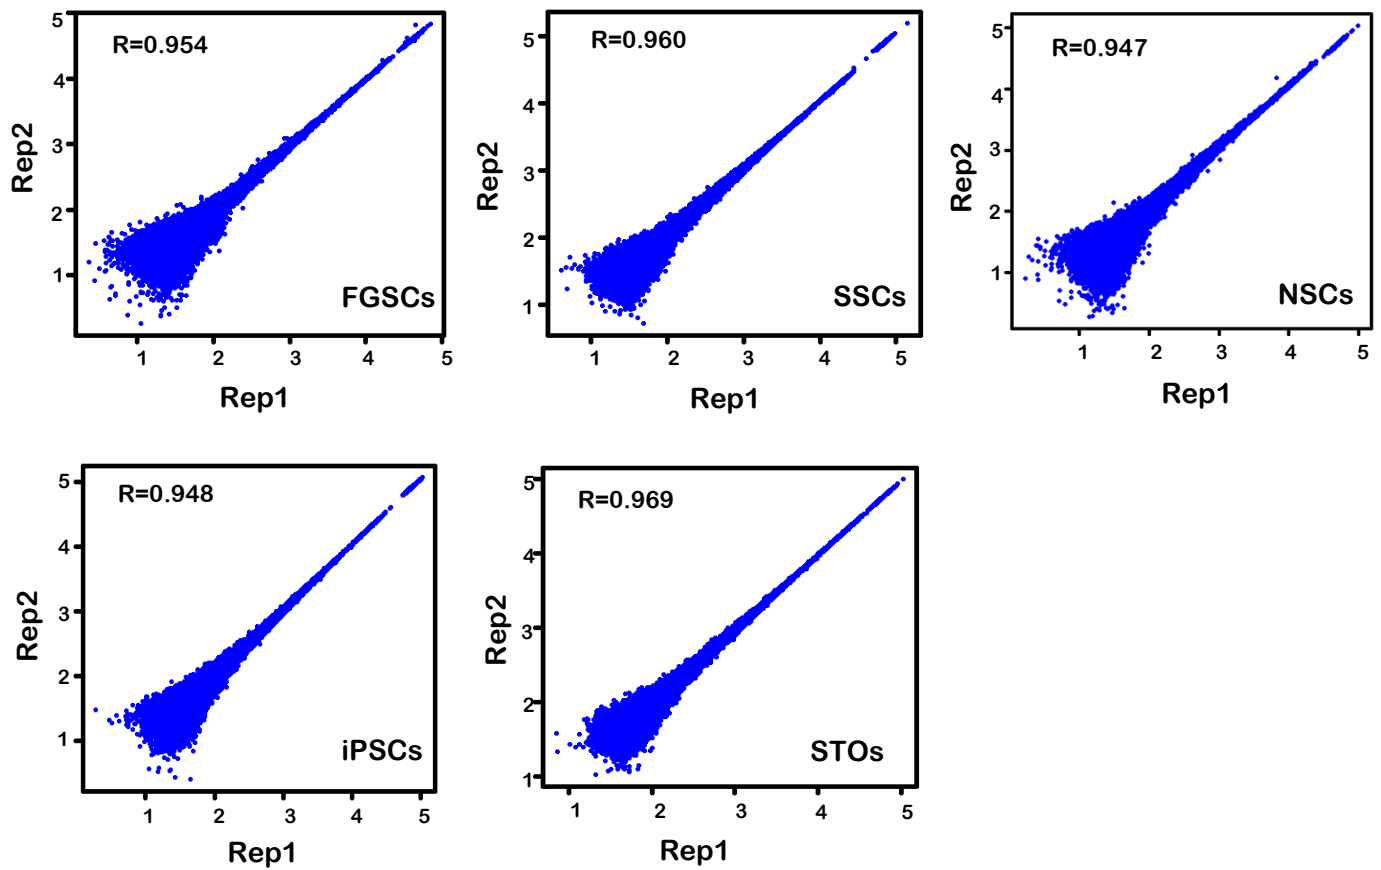

**Figure S1. Validation of Hi-C data quality.**

The correlation between Hi-C replicates for each cell type according to the normalized interaction frequency at 400-kb resolution. R indicates Pearson's correlation coefficient.

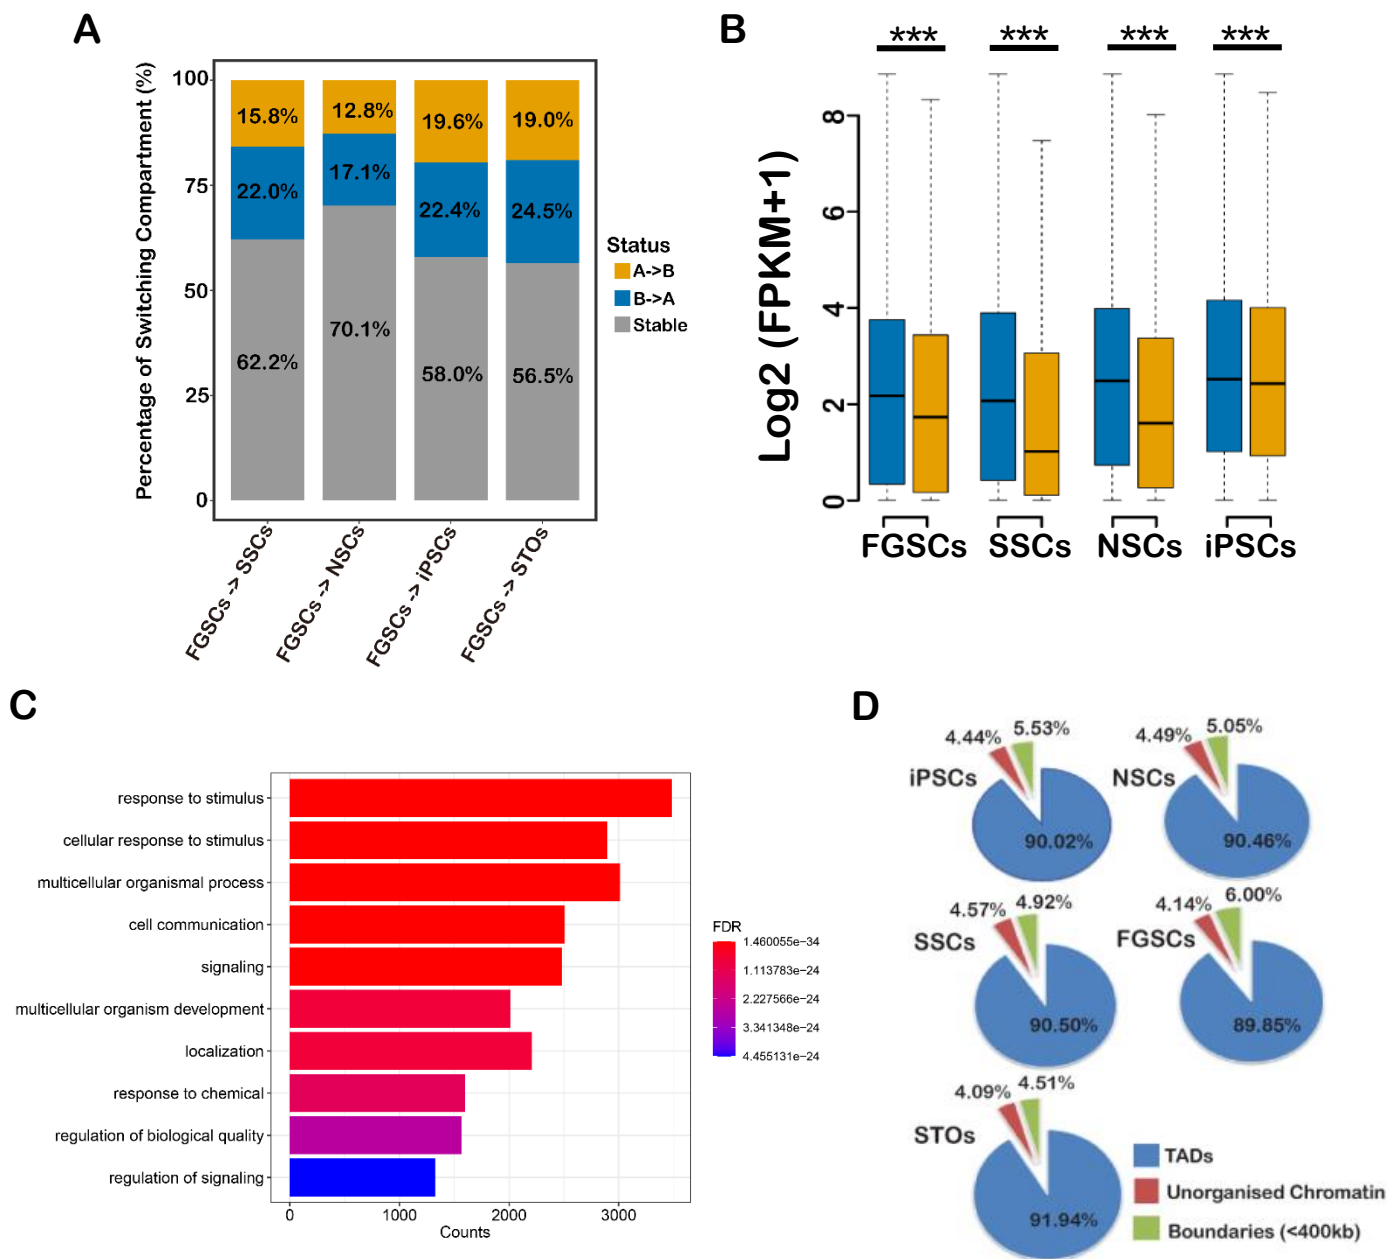

**Figure S2. The switch of A/B compartment correlated with gene expression.**

(A) Percentage of switching A/B compartment status in FGSCs, compared to other types of cells.

(B) Expression of genes with A or B compartment status across stem cells (\*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; p value by Wilcoxon's test).

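The panel compares, within each cell type, the expression of genes in compartments with a positive PC1 value (A) and a negative one (B). For NSCs, the compartments of Suppl. Table S2 covered 1272 Mb as A and 1027 Mb as B in 400-kb bins of mm9. On 18 of the 19 autosomes the median log2(FPKM + 1) of genes in A was above that of genes in B. The difference between the medians was largest on chromosome 19 and was -1.68 on chromosome 7. On chromosome 7, the median was 0 for the 800 genes in A and 1.68 for the 1308 genes in B. This was also 1 of 2 autosomes where compartments listed as A held fewer genes per Mb than those listed as B, with 14.4 against 17.3 genes per Mb. The other was chromosome 12, with 7.35 genes per Mb in A and 8.13 in B, where the median in A was 2.05 and the median in B was 0. Gene density had no replicates, and the medians of a chromosome were taken over the mean of the NSC replicates.

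**Figure D3:**
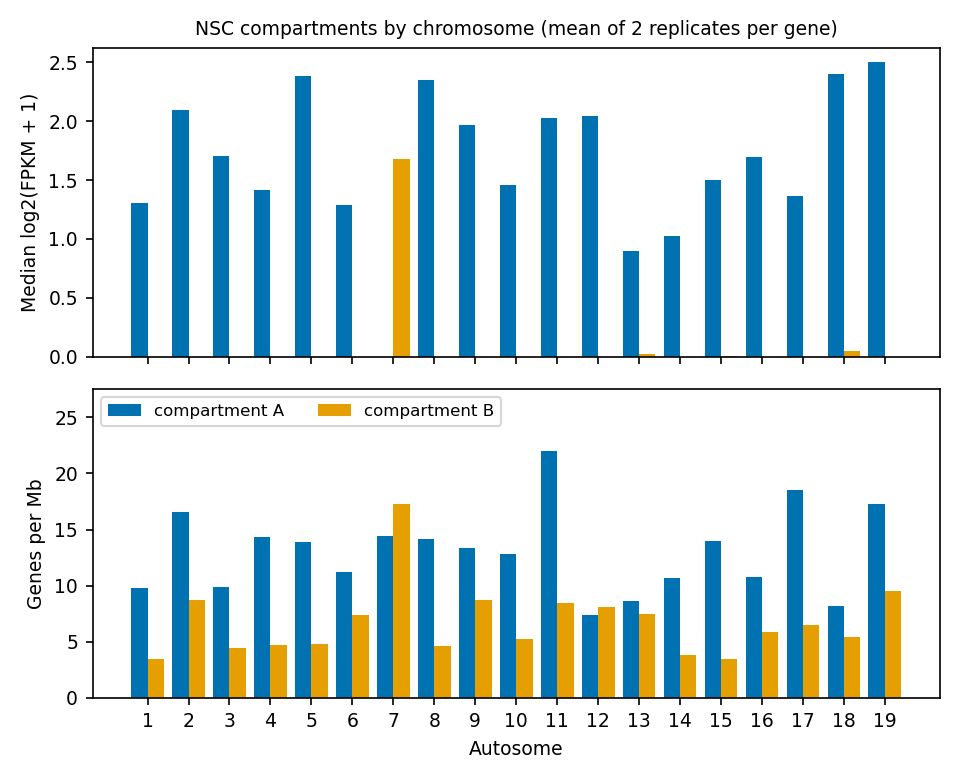
Median log2(FPKM + 1) of genes (top) and number of genes per Mb (bottom) in A compartments (blue) and B compartments (orange) of NSCs on each autosome. The median is higher in A on every autosome except chromosome 7, where it is 0 in A and 1.68 in B; a median of 0 leaves no visible bar.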

(C) Go enrichment of genes located in A compartment of FGSCs.

(D) Percentages of TADs and TAD boundaries in the genome across each type of cells.

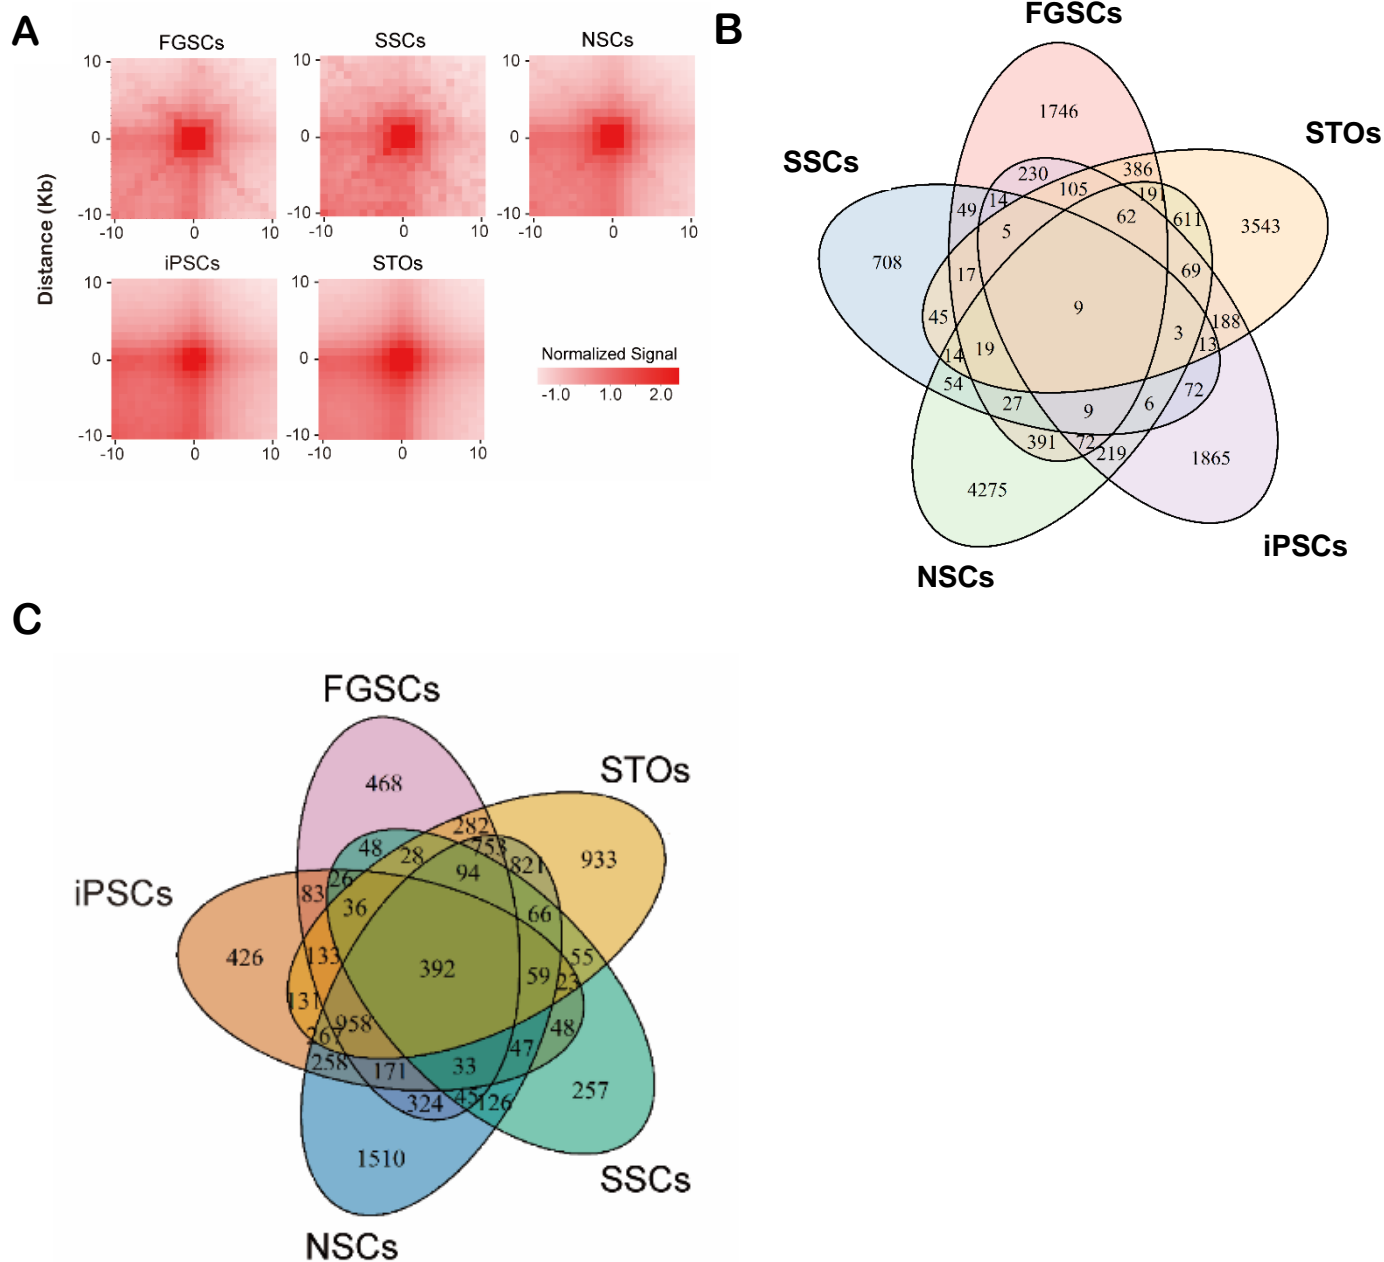

**Figure S3. Chromatin loops across each type of cells.**

(A) APA score of Chromatin loops in FGSCs, SSCs, NSCs, iPSCs and STOs.

(B) Venn diagram showing that a few loops were shared across all cell types

(C) Venn diagram showing that a few genes were shared across all cell types.

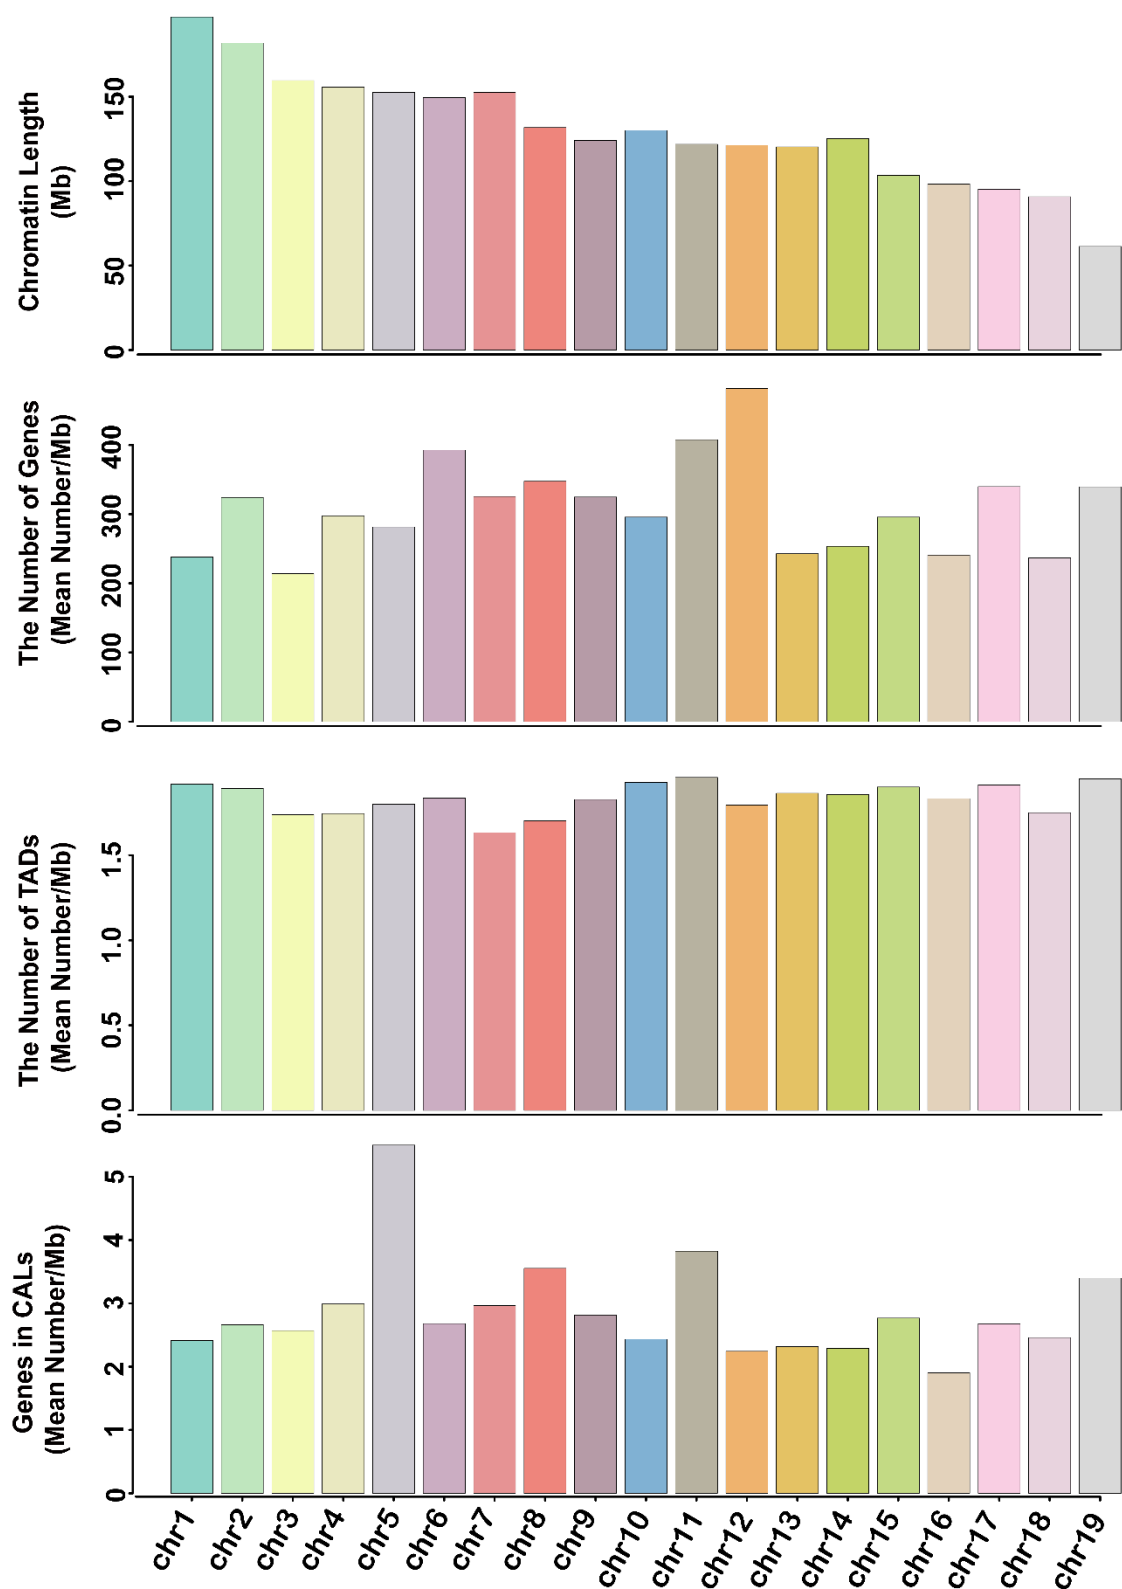

**Figure S4. The number of genes in CALs in each chromosome.**

Chromatin length, gene density, TAD density and CALs' gene density were shown.

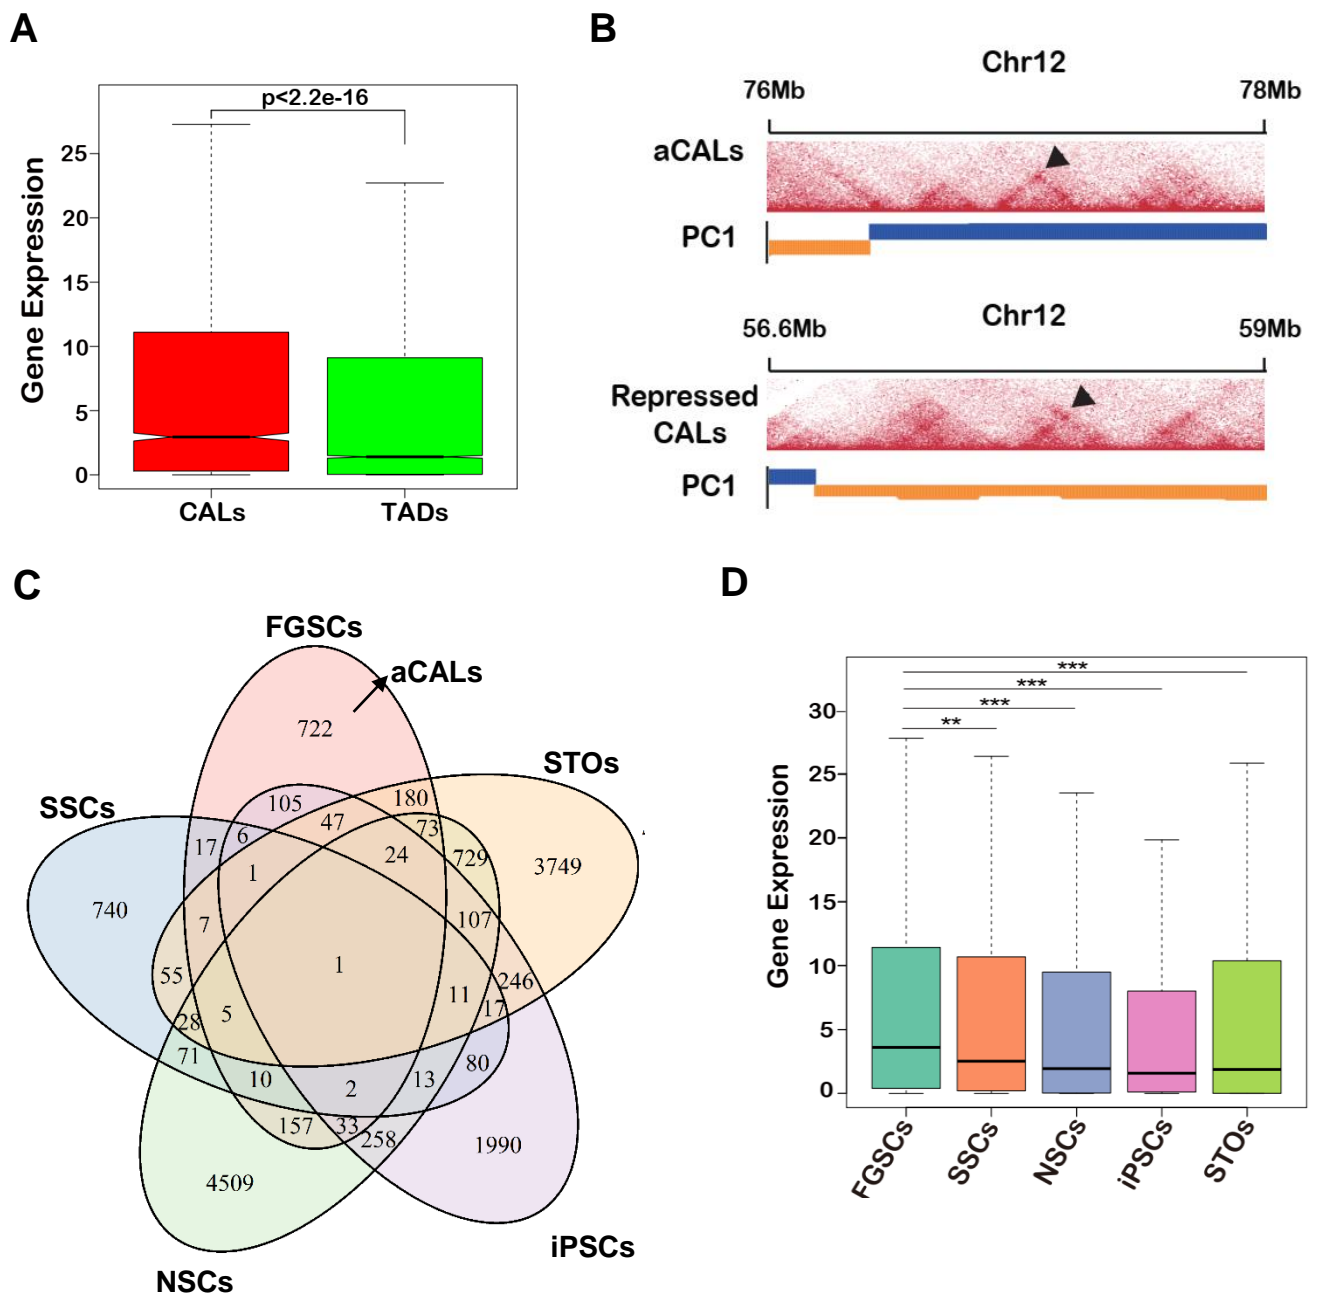

**Figure S5. aCALs were the feature of chromatin organization to FGSCs.**

(A) Boxplot showed the expression of genes located in CALs and TADs (p value by Wilcoxon's test).

(B) CALs were divided into active and repressed CALs in accordance with the PC1 value.

(C) Venn diagram showed that most aCALs were specific to FGSCs compared with other type of cells.

(D) Expression of genes of aCALs across five type of cells. (P-value by Wilcoxon's test, \*\* represented  $p < 0.01$ , \*\*\* represented  $p < 0.001$ )

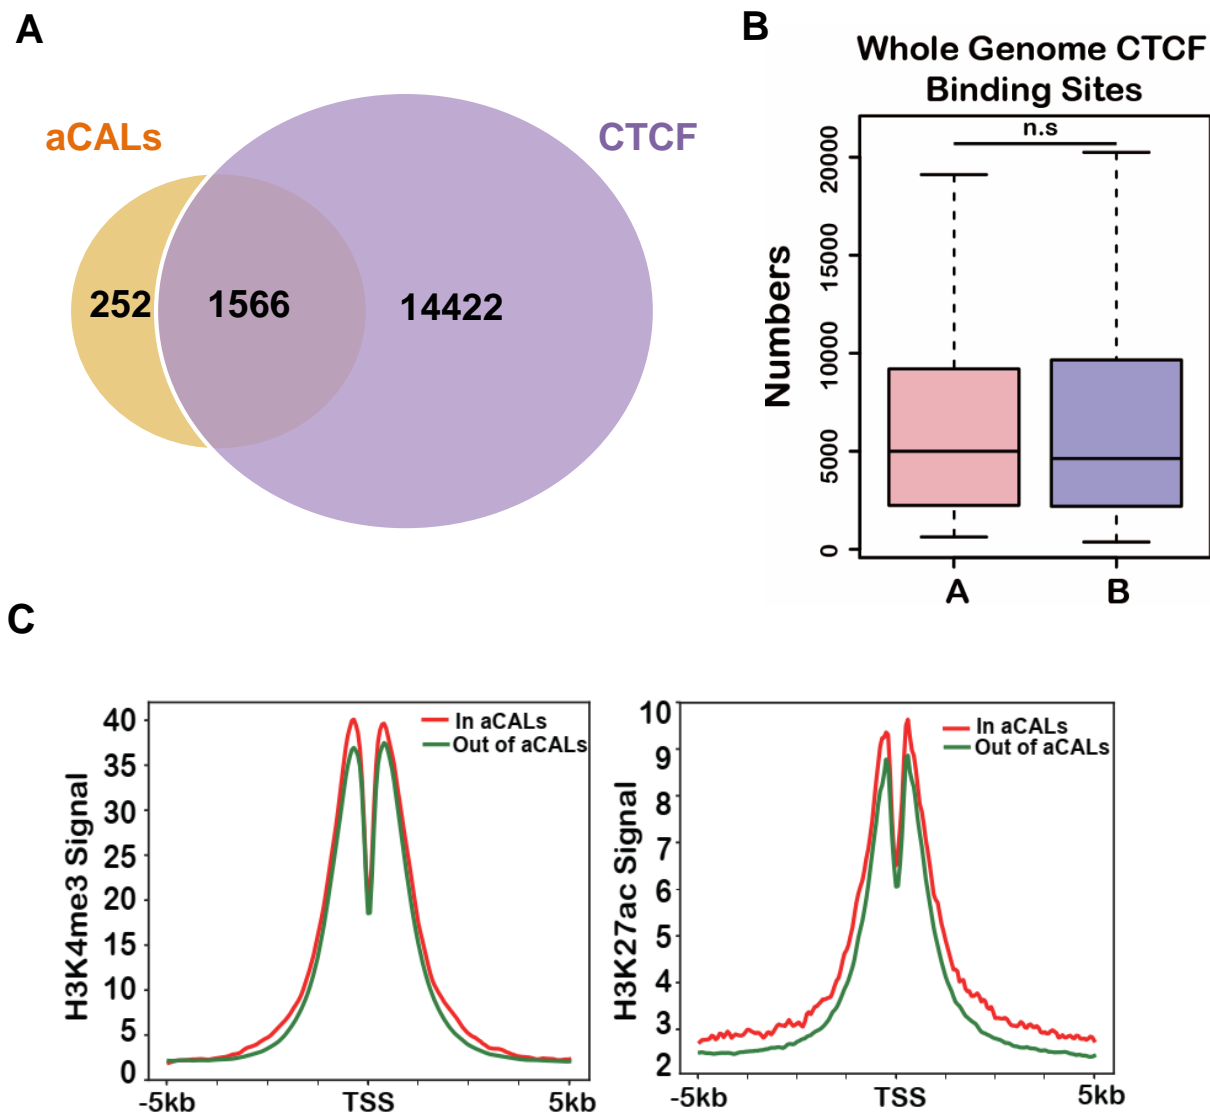

**Figure S6. CTCF is a potential key factor for aCALs.**

(A) Venn diagram showed that most genes of aCALs were shared by CTCF.

(B) The number of CTCF peaks in A/B compartments in the whole genome of mouse showed the CTCF was no biased to A or B compartment.

(C) Enrichment of H3K4me3 and H3K27ac signals in the gene promoter of aCALs and out of aCALs.

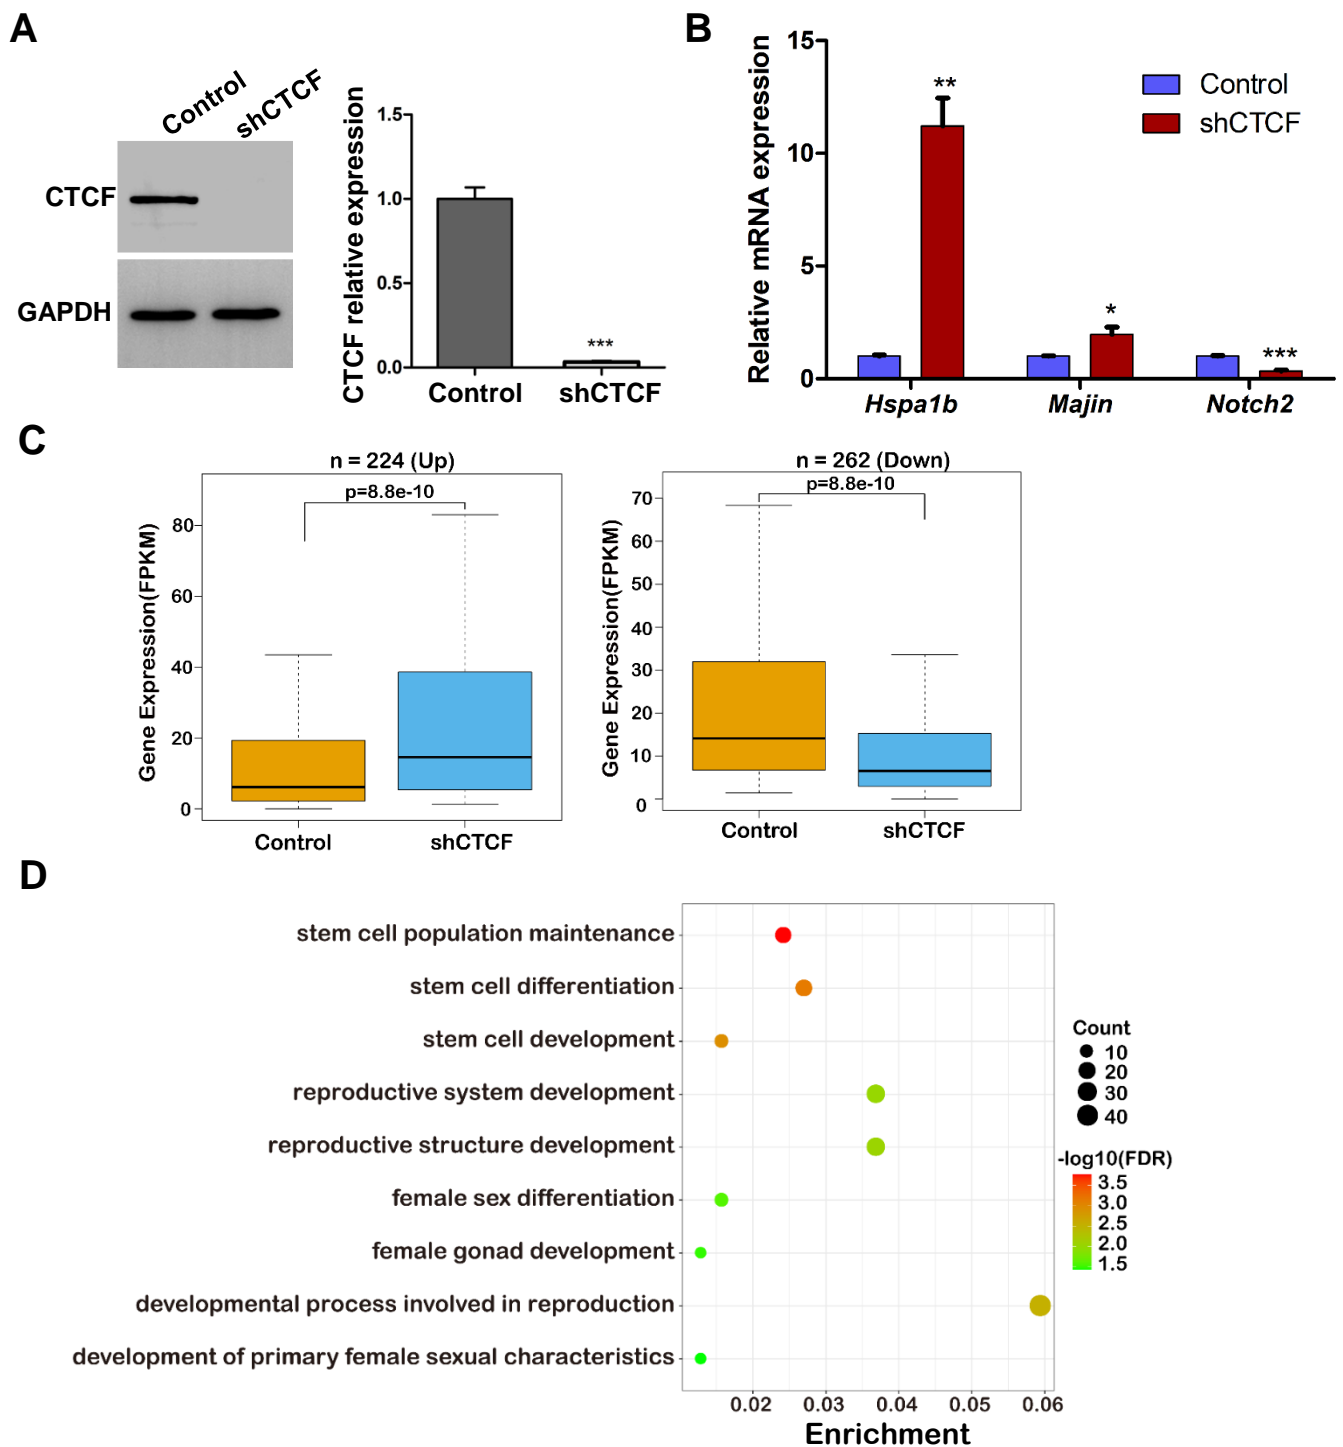

**Figure S7. The expression of CTCF in FGSCs or shRNA group .**

(A) Western blot showed the knockdown efficiency of CTCF in FGSCs.

(B) qRT-PCR analysis of the expression of *Hspa1b*, *Majin* and *Notch2* in shCTCF FGSCs and control.

(C) Boxplot showed the up or down regulated genes of CTCF-related aCALs. (P-value by Wilcoxon's test)

(D) Functional enrichment of different expressed CTCF related aCALs genes.

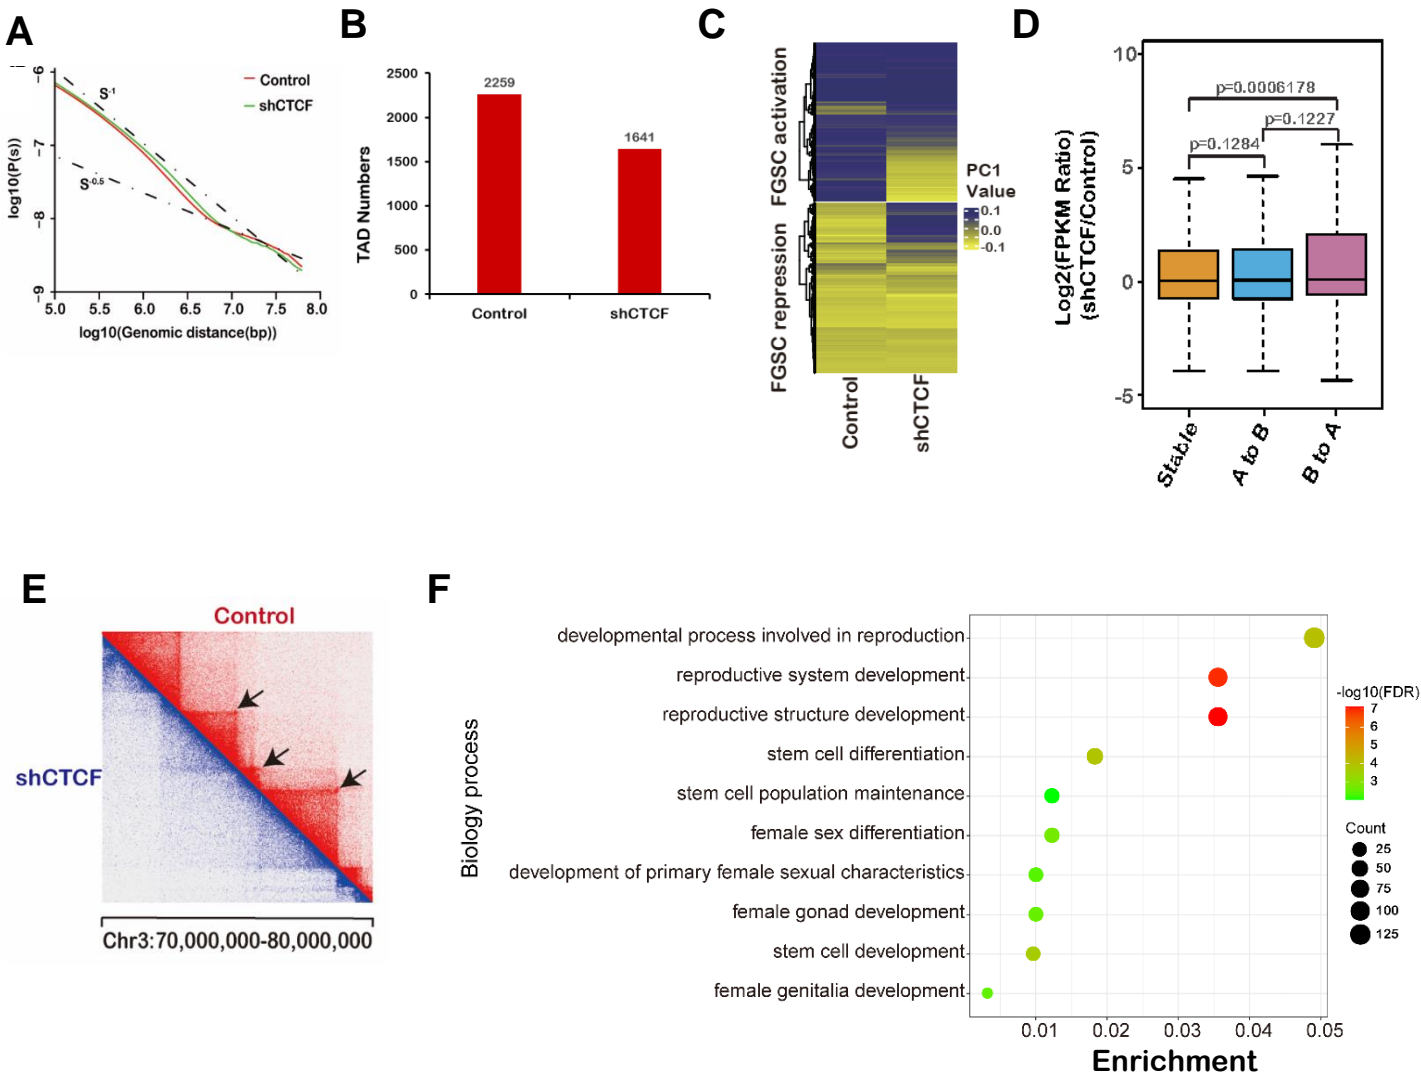

**Figure S8. Hi-C analysis of the shCTCF group in FGSCs.**

- (A) Average contact probability across the genome was decreased as a function of the genomic distance in shCTCF and control groups.
- (B) Numbers of TADs in shCTCF and control groups.
- (C) Heatmap of PC1 values in shCTCF-treated FGSCs and the control.
- (D) Genes that changed compartment status (A to B or B to A) or those that remained the same (stable) compared with the control (P-value by Wilcoxon's test).
- (E) CTCF loss eliminated chromatin loops in the shCTCF group.
- (F) Functional enrichment of genes that did not form chromatin loops in the shCTCF group.

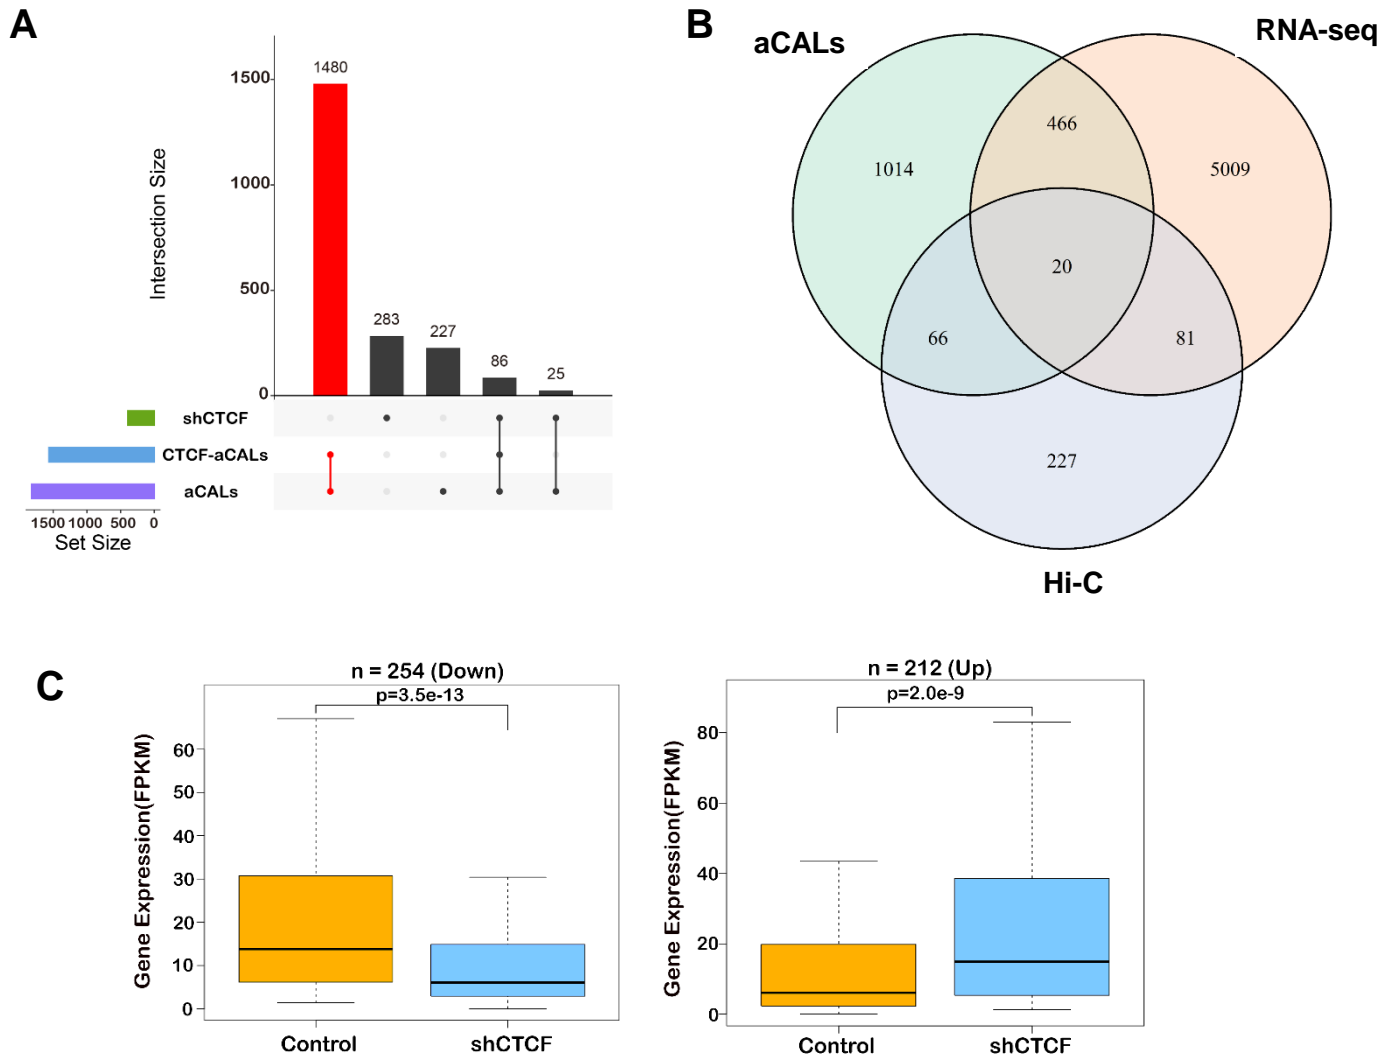

**Figure S9. CTCF-mediated chromatin loops in FGSCs.**

(A) Venn diagram showed that most genes of aCALs lost to form chromatin loops were CTCF-related aCALs.

(B) Venn diagram showed that the different expressed genes of CTCF-aCALs were failed to form the chromatin (RNA-seq represented different expressed genes in shCTCF; Hi-C represented the genes formed chromatin loops in shCTCF).

(C) Boxplot showed the lost of chromatin loops of genes of CTCF-related aCALs were up or down regulated in shCTCF group. (P-value by Wilcoxon's test).

How the deposited data were processed for this re-analysis (not part of the article)

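RNA-seq was examined for 5 samples, NSC replicates 1 and 2 and STO replicates 1, 2 and 3, which were assigned to cell type and replicate from their labels. By the paper's methods, total RNA was made into stranded mRNA libraries, read as paired ends, trimmed and aligned to mm9 with Hisat2, and quantified with Cufflinks on the RefSeq annotation. The authors deposited FPKM values with the lower and upper bounds of their confidence intervals, also in FPKM, for 40201 RefSeq transcripts named only by their identifier. Depth was already divided out by the authors in these FPKM values, and no read counts were used. A status other than OK was given to 8 and 20 transcripts in the NSC replicates and to 0, 4 and 13 in the STO replicates.

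Gene symbols were matched through the RefSeq transcript identifiers of a table made for GRCm38.p6, which was used for names only; all coordinates are those of the deposited files in mm9. Of the transcripts, 39951 were matched. FPKM values of transcripts with the same symbol and overlapping loci were summed, and transcripts without a match were kept under their identifiers. An exact 0 in these files is a listed value and can also be a failed estimate. The precision of the FPKM values was judged from the number of fragments implied by the deposited intervals, and the depth relative to NSC replicate 1 was 1.10 in NSC replicate 2 and 0.717, 0.822 and 1.09 in STO replicates 1, 2 and 3.

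Compartments were read from Suppl. Table S2, which lists A and B compartments of FGSCs, SSCs, NSCs, iPSCs and STO cells on autosomes in 400-kb bins. The authors derived them from Hi-C with the PC1 value of the HiTC package, positive for A and negative for B. The PC1 values themselves were not used here, so the requirement of the paper's methods that a switch be seen in both Hi-C replicates could not be repeated. A gene was assigned to the compartment holding the midpoint of its locus, a choice made here. Switching was defined from the compartment in FGSCs to that in the other cell type, and stable genes had the same letter in both. The TAD list, chromatin loops, ChIP-seq and CTCF knockdown were not analysed here.

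For each group of genes, the mean of log2(FPKM + 1) over replicates was taken per gene, and the difference between the groups' medians is given. The p-value is from a two-sided permutation test of the Wilcoxon rank-sum statistic with 100000 resamples, which compares ranks and not medians. Because neighbouring genes share a compartment, the labels were also moved along the genome by 10000 circular shifts. The statistic there was the difference between the groups' mean ranks. For switching genes, the ranks covered the genes of all stable and switching compartments. In 400 simulated shifts of the NSC labels, the rank-sum test by gene, with an asymptotic p-value, gave p under 0.05 in 51.5%. The test by circular shifts gave it in 4.75%, but the simulated labels were themselves circular shifts. Its share was thus near the threshold by construction and does not show how it performs on real compartments. A p-value by gene overstates the evidence, so circular shifts were run for the values as reported. After the values were seen, they were also run for the alternatives that change the genes, the pseudocount or the letters; a p-value given for 1 of these without mention of shifts is by gene. In 400 simulated comparisons of 300 with 500 genes drawn at random, the permutation test gave p under 0.05 in 3.25% of draws without a difference. With 1 added to every log2(FPKM + 1) value of the smaller group, it did so in 100%. That addition also lifts the group's genes at 0 above those of the other group, so it does not give the power of the reported comparisons.

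STO cells and NSCs were compared gene by gene with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(FPKM + 1), for the 12292 genes with a mean FPKM of at least 1 in NSCs or in STO cells, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. In a simulation with 200 changed genes among 12292, limma called 192 of them with the right sign and 7 unchanged genes. The changed genes were drawn from those with higher values in NSCs and were changed by at least 1 in log2(FPKM + 1). In the data far more genes differed, many by less, so this recovery does not carry over to the counts of genes called. Other calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

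Both cell types have replicates numbered 1 and 2 in the labels, and nothing in the paper pairs them. Correlations of the samples' deviations from the mean of their cell type were 0.011 and 0.060 for samples with the same number and from -0.060 to 0.046 for samples with different numbers. With 2 NSC replicates the deviations of 1 are those of the other with the sign changed, so these values are not independent and whether the numbers pair the samples was not settled. With the replicate number as a block, 4994 genes were higher and 5252 lower in STO cells, against 5153 and 5375 without the block.

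Named genes were the marker and target genes the paper names, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the matrix genes Col1a1, Col1a2, Col3a1 and Fn1, and the 3 genes with the largest rise and the 3 with the largest fall in STO cells among those with an adjusted p-value under 0.05 and every STO replicate on the same side of every NSC replicate. Alternatives changed the pseudocount (0.1), the genes included (mean FPKM of at least 1, no receptor genes, a whole locus within 1 compartment), the letters of the compartments (A and B exchanged on each chromosome where listed A held fewer genes per Mb than listed B), the normalization, the trend and the replicates included. Replicates within a cell type differed by more than counting error, and all were kept. Of the named genes, 1 is not reported here.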

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

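The tests of the difference between cell types given here were chosen only after that difference was seen; so was the test of the exchanged STO letters by circular shifts, and the other tests of the STO values alone were fixed earlier.

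The difference in expression between A and B compartments was opposite in the NSC and the STO replicates. Genes in A exceeded genes in B by 1.50 in median log2(FPKM + 1) in NSCs, in both replicates, while in STO cells, which Suppl. Figure S2B does not show, the difference was -0.094, and negative in all 3 replicates (-0.091 ± 0.0065, SD, n = 3). The NSC value exceeded the STO value by 1.59. Across the 18 autosomes with at least 20 Mb listed in STO cells, the difference between A and B was larger in NSCs on 12, by 1.36 on average, with p = 0.0056 in a permutation test that flipped the signs of chromosomes.

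The STO value of -0.094 was small. It passed the threshold by gene (11325 genes in A and 10895 in B, permutation p = 0.012) but not when the compartment labels were shifted along the genome (p = 0.34), so genes sharing their neighbours' expression could give a difference of this size. Without olfactory, vomeronasal and taste receptor genes it was -0.016 (permutation p = 0.89). With A and B exchanged on the 8 autosomes where the compartments listed as A held fewer genes per Mb, the STO difference became 1.47 (permutation p = 1e-05 by gene, 0.0001 by circular shifts). The exchange places the gene-richer part in A, and expression is related to gene density, so part of this rise could come from the rule itself.

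The same exchange, applied to each cell type by gene density and without regard to expression, left a gap between NSCs and STO cells of 0.22, and the sign-flip permutation test across chromosomes gave p = 0.58. Lower depth of the STO libraries was no explanation, since STO replicate 3, whose depth was 1.09 relative to NSC replicate 1, had a difference of -0.092, like the other STO replicates. A mislabelled library was also weighed: all 3 STO replicates had Col1a2 at 364 ± 10.1 FPKM (SD, n = 3) and both NSC replicates had Sox2 at 292 ± 22.9 FPKM (SD, n = 2), with Sox2 at 0 in STO cells and Col1a2 at 0.0030 FPKM in NSCs. The STO value over all autosomes combined differences of both signs, from -2.82 on chromosome 5 to 2.53 on chromosome 19. The difference was negative on 7 of the 8 autosomes where the compartments listed as A held fewer genes per Mb, and positive on 10 of the 11 others. Letters listed with the opposite sign on some STO chromosomes remain as an explanation, and the value of 0.22 after the exchange is consistent with it.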

How the results depend on the processing

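All alternatives were set before the data were examined, except that transcripts taken singly, genes without a failed estimate, genes above 0, and circular shifts under each alternative were chosen after seeing the values. Where no cause is given, the cause was not tested.

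The difference between A and B in NSCs kept its direction and its side of the threshold under every alternative with a test, by gene and by circular shifts (permutation p = 0.0001 in each), between 0.11 for transcripts taken singly and 4.25 with a pseudocount of 0.1. Among genes with a mean FPKM of at least 1 it was 0.31. It was 1.50 with either replicate alone. The A to B genes of NSCs differed from stable genes by -0.44 to -0.42 with either replicate alone.

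Exchanging A and B where listed A held fewer genes per Mb changed the most results. It reversed the difference between A and B in STO cells (1.47), the A to B difference in NSCs (0.016, permutation p = 0.88), and the A to B (-0.22) and B to A (0.048, permutation p = 0.56) differences in STO cells. For the fold change from NSCs to STO cells, the A to B genes had a difference of 0 from stable genes in either setting, since many genes are at 0 in both cell types, but the rank-sum statistic passed the threshold after the exchange (permutation p = 1e-05 against 0.64). The B to A genes had a median difference of 0 as well, but ranked higher than stable genes in 53.5% of pairs (permutation p = 1e-05 by gene, 0.0003 by circular shifts), and kept the direction and the side of the threshold under every alternative with a test, with 0.29 for a mean FPKM of at least 1. Switching between FGSCs and NSCs fell to 20.0% of the compartment length from 22.7%, and between FGSCs and STO cells to 22.2% from 36.2%.

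With a mean FPKM of at least 1, the difference between A and B in STO cells (-0.062, permutation p = 0.077) and the A to B difference in STO cells (0.011, permutation p = 0.17) no longer passed the threshold, the B to A difference in NSCs reversed (-0.021, permutation p = 0.28), and the A to B fold change reversed from a rank difference near 0 (0.034, permutation p = 0.85). Without receptor genes the STO difference between A and B was -0.016 (permutation p = 0.89 by gene, 0.94 by circular shifts). With all genes, the difference of -0.094 had a permutation p of 0.34 by circular shifts. With transcripts taken singly, the STO difference was -0.0010 (permutation p = 0.58), and the A to B fold change, at 0, changed the direction of its rank difference (permutation p = 0.74). Among genes above 0, the B to A difference in NSCs was 0.088 (permutation p = 0.13) and the A to B fold change was -0.0040 (permutation p = 0.98).

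By circular shifts, no alternative with the letters as listed took the STO difference between A and B past the threshold: -0.44 with the pseudocount of 0.1 (permutation p = 0.34), -0.098 for whole loci (0.32), -0.094 without failed estimates (0.34), -0.12 for genes above 0 (0.13), and p from 0.18 to 0.94 for the other 3. After the exchange, p by circular shifts was 0.0001 for the STO difference between A and B, 0.0041 for the A to B genes of STO cells and 0.0001 for the A to B fold change. For the switching genes, each alternative fell on the same side of the threshold by shifts as by gene.

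Counted over genes, switching was 15.6% for NSCs and 37.8% for STO cells; as a share of the length listed in FGSCs, it was 33.7% for STO cells. Requiring an absolute log2 fold change of at least 1 left 2103 genes higher and 2617 lower in STO cells than in NSCs. Every other alternative kept both counts within 1.5 times, and the 3 fits that each left out an STO replicate gave 4973 to 5065 genes higher and 5190 to 5253 lower. Leaving out an NSC replicate left 1 sample, so no fit was made. Of 33 named genes tested, Gapdh changed sign with quantile normalization (0.057) and 2 other values became stronger. Depth limits the low values: STO replicate 1 had 0.717 of the depth of NSC replicate 1, and genes at 0 cannot be ordered.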

Differences from the paper's values

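In Suppl. Figure S2B the paper's median log2(FPKM + 1) of NSC genes in compartment A is about 2.5, read by eye, against 1.50 here. Ratios to the paper's medians are of log2(FPKM + 1), and the same gaps are larger as ratios of FPKM. Of the alternatives set before the data were examined, leaving out receptor genes (1.67) and exchanging A and B by gene density (1.69) came within 1.5 times of the paper's value, and the pseudocount, the FPKM minimum, the whole-locus rule and either replicate alone did not. For compartment B the paper's median is about 1.6 in the same panel, read by eye, against 0 here, and none of the alternatives set before the data were examined closed the gap. With only genes above 0, an alternative chosen after seeing the values, the medians were 3.09 in A and 2.16 in B. Both lay above the paper's values, and within 1.5 times of them as log2(FPKM + 1).

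For switching from A in FGSCs to B in NSCs, the paper's share is about 13% in Suppl. Figure S2A against 7.38% of the compartment length here, and none of the alternatives set before the data were examined closed the gap.

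The paper gives a smaller switching share for SSCs than for iPSCs. From Suppl. Table S2 as listed, the shares were 33.1% for SSCs and 32.9% for iPSCs. They were taken over 1924 Mb for SSCs and 1740 Mb for iPSCs. As these lengths cover different parts of the genome, so small a gap does not rank the 2 cell types. The paper used Gfap as a negative control in RT-PCR of NSCs, while Gfap was at 16.4 ± 0.718 FPKM (SD, n = 2) in the NSC libraries.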

Other observations

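The disagreement of compartment letters between cell types was seen in Suppl. Table S2 before any expression value; the tests on the switching genes and on gene density were fixed before any expression by compartment was seen, and the test on genes with the same letter in both cell types was added after the first results and before its own result. Chromosome 6, with 1.2 Mb listed in STO cells and no A to B genes, was left out after the first calculation gave it no value.

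On 6 of 18 autosomes compared, chromosomes 2, 5, 8, 11, 12 and 17, NSCs and STO cells had the same letter over only 11.5% to 27.9% of the length listed in both, while on the other 12 they had the same letter over 65.4% to 81.2%, with no chromosome between. A hypothesis is that the sign of PC1, which is arbitrary for each chromosome unless it is oriented, differs between the cell types there. If the switches on these 6 chromosomes were real, genes going from A in NSCs to B in STO cells would fall relative to genes going from B to A, as on other chromosomes. On the 12 other chromosomes, the mean log2 fold change of A to B genes minus that of B to A genes was -0.81 ± 0.580 (SD over chromosomes), and negative on 11. On the 6 chromosomes it was -0.059 ± 0.163, and negative on 5, the direction of a real switch but small. The difference between the chromosome groups was 0.75 (two-sided exact permutation test over chromosomes, p = 0.0094).

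If a shared letter stands for opposite compartments on the 6 chromosomes, genes listed as A in both cell types would fall relative to genes listed as B in both. That difference was -0.77 ± 0.372 (SD) on the 6 chromosomes, negative on all 6 and between -1.08 and -0.22, and -0.0080 ± 0.0887 (SD) on the 12 others, negative on 6. The groups differed by -0.76 (two-sided exact permutation test, p = 0.00011). On 5 of the 6 chromosomes exactly 1 cell type, the STO cells, listed the gene-poorer part as A, against 1 of the 12 others (Fisher's exact test, two-sided, p = 0.0039). Letters that are opposite over most of a chromosome bring this about whether a sign is inverted or the compartments switched, so this count cannot tell these explanations apart. The exception was chromosome 12, where listed A was gene-poorer in both. On chromosome 7 listed A was also gene-poorer in both, and it was the only chromosome among the 12 where A to B genes rose relative to B to A genes (0.75). Both tests on expression are consistent with PC1 signs left unoriented on these chromosomes of STO cells. The values of PC1 and the Hi-C contacts were not used here, so the sign itself was not examined.

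The same pattern appears between the other cell types, for which expression was not analysed here. FGSC letters differed over most of the length on 4 of 18 chromosomes from SSCs, 1 of 19 from NSCs, 3 of 14 from iPSCs and 5 of 18 from STO cells, and after exchange by gene density on 0, 1, 0 and 1. The chromosomes that differed after the exchange were made to differ by it, chromosome 12 for NSCs (same letter over 60.7% of the length before and 39.3% after) and chromosome 13 for STO cells (70.9% and 29.1%). On chromosome 8, part of which Fig. 3a displays, FGSCs had the same letter as iPSCs over 14.4% and as STO cells over 18.3% of the length, but as SSCs over 82.0% and as NSCs over 84.1%; after the exchange the values for iPSCs and STO cells were 85.6% and 81.7%. Over all autosomes, switching relative to FGSCs was 33.1% for SSCs, 22.7% for NSCs, 32.9% for iPSCs and 36.2% for STO cells as listed, and 18.1%, 20.0%, 15.5% and 22.2% after the exchange. The order of the cell types by switching therefore changed with the exchange, and iPSCs had the smallest share after it. For iPSCs 1740 Mb and for SSCs 1924 Mb were listed in both, against 2181 Mb for STO cells, so the shares cover different parts of the genome. These shares have no replicates.

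Between NSCs and STO cells, 5153 of the 12292 genes tested were higher and 5375 lower in STO cells (limma, Benjamini-Hochberg adjusted p under 0.05). With the replicate number as a block these counts were 4994 and 5252. The largest rises were those of Prl2c2, Bgn and Col1a2 and the largest falls those of Fabp7, Ckb and Igfbp2, each higher or lower in every STO replicate than in every NSC replicate. Prl2c2 was at 0 in NSCs and 612 ± 33.7 FPKM (SD, n = 3) in STO cells, a log2 fold change of 9.26 (standard error 0.062, limma adjusted p = 3.5e-09). It belongs to a family of similar genes between which reads can be split, so its value is uncertain. Fabp7 was at 2912 ± 183 FPKM (SD, n = 2) in NSCs and 0 in STO cells, a log2 fold change of -11.51 (standard error 0.057, limma adjusted p = 3.5e-09).

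Of the genes the paper examined in NSCs by RT-PCR, the NSC libraries had Nes at 173 ± 5.37 FPKM, Sox2 at 292 ± 22.9, Pax6 at 5.13 ± 0.129, Olig2 at 496 ± 4.14 and Gfap at 16.4 ± 0.718 (SD, n = 2 for each), and in STO cells the mean of each was at 0.052 FPKM or less. Of the germ cell genes the paper names, Pou5f1 (Oct4) and Dppa3 (Stella) were at 0 in all 5 samples and Ddx4 (Mvh) and Dazl were at 0.056 FPKM or less in each sample. Etv5 was higher in NSCs, at 102 ± 3.95 FPKM (SD, n = 2) against 7.79 ± 0.877 (SD, n = 3) in STO cells. Ifitm3 was higher in STO cells, at 472 ± 23.1 (SD, n = 3) against 49.2 ± 2.09 (SD, n = 2). Gfra1 was higher in NSCs, at 10.6 ± 0.0456 FPKM (SD, n = 2) against 6.56 ± 0.195 (SD, n = 3) in STO cells. Zbtb16 (Plzf) was at 1.76 ± 0.118 FPKM (SD, n = 2) in NSCs and at 0 in STO cells.

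Ctcf was at 39.0 ± 2.25 FPKM (SD, n = 2) in NSCs and 40.6 ± 1.65 (SD, n = 3) in STO cells, with no difference detected by limma (log2 fold change 0.058, standard error 0.062, adjusted p = 0.41). Of the cohesin genes, Smc3 was higher in STO cells (61.1 ± 2.56 FPKM, SD, n = 3, against 27.2 ± 2.04, SD, n = 2; log2 fold change 1.14, standard error 0.068, limma adjusted p = 8.5e-06), as was Smc1a (0.50, standard error 0.070, limma adjusted p = 0.00059), while Rad21 did not pass the threshold (0.13, standard error 0.076, limma adjusted p = 0.15) unless quantile normalization was used (0.25, limma adjusted p = 0.015).

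NSC libraries held both Xist, at 12.0 ± 0.933 FPKM (SD, n = 2), and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, at 4.35 ± 0.311, 8.57 ± 0.583, 4.67 ± 0.0266 and 2.59 ± 0.130 FPKM (SD, n = 2 for each). In STO cells the 4 Y-linked genes were at 0 in all 3 replicates and Xist was at 0.017 ± 0.0096 FPKM (SD, n = 3). The paper's text gives no sex for these cultures, and no explanation was tested.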
